# CMTM6 mediates the Warburg effect and promotes the liver metastasis of colorectal cancer

**DOI:** 10.1038/s12276-024-01303-1

**Published:** 2024-09-02

**Authors:** Aurpita Shaha, Yuanguo Wang, Xianghu Wang, Dong Wang, David Guinovart, Bin Liu, Ningling Kang

**Keywords:** Membrane trafficking, Metastasis

## Abstract

Liver metastasis of colorectal cancer (CRC) is a leading cause of death among cancer patients. The overexpression of glucose transporter 1 (Glut1) and enhanced glucose uptake that are associated with the Warburg effect are frequently observed in CRC liver metastases, but the underlying mechanisms remain poorly understood. CKLF-like MARVEL transmembrane domain-containing protein 6 (CMTM6) regulates the intracellular trafficking of programmed death-ligand-1 (PD-L1); therefore, we investigated whether CMTM6 regulates Glut1 trafficking and the Warburg effect in CRC cells. We found that knocking down of CMTM6 by shRNA induced the lysosomal degradation of Glut1, decreased glucose uptake and glycolysis in CRC cells, and suppressed subcutaneous CRC growth in nude mice and liver metastasis in C57BL/6 mice. Mechanistically, CMTM6 forms a complex with Glut1 and Rab11 in the endosomes of CRC cells, and this complex is required for the Rab11-dependent transport of Glut1 to the plasma membrane and for the protection of Glut1 from lysosomal degradation. Multiomics revealed global transcriptomic changes in CMTM6-knockdown CRC cells that affected the transcriptomes of adjacent cancer-associated fibroblasts from CRC liver metastases. As a result of these transcriptomic changes, CMTM6-knockdown CRC cells exhibited a defect in the G2-to-M phase transition, reduced secretion of 60 cytokines/chemokines, and inability to recruit cancer-associated fibroblasts to support an immunosuppressive CRC liver metastasis microenvironment. Analysis of TCGA data confirmed that CMTM6 expression was increased in CRC patients and that elevated CMTM6 expression was associated with worse patient survival. Together, our data suggest that CMTM6 plays multiple roles in regulating the Warburg effect, transcriptome, and liver metastasis of CRC.

## CMTM6: Key Player in CRC Metastasis and Tumor Microenvironment

Liver metastasis in colorectal cancer patients increases death rates, with current treatments often inadequate due to a lack of understanding of the underlying processes. This study explores how CRC cells change their metabolism to survive in the liver, focusing on the Warburg effect, where cancer cells use glycolysis preferentially. It focuses on the role of a protein called CMTM6 in this metabolic change. The researchers performed experiments on human and mouse CRC cells and used both in vitro and in vivo models, including mice with and without immune systems, to study the effects of CMTM6 on CRC growth and liver metastasis. The results showed reducing CMTM6 levels led to decreased glycolysis of CRC cells, CRC tumor growth and liver metastasis in mice. Future studies could lead to more effective treatments for CRC patients with liver metastases.

This summary was initially drafted using artificial intelligence, then revised and fact-checked by the author.

## Introduction

Liver metastasis of colorectal cancer (CRC) significantly contributes to the death of CRC patients, and further mechanistic insights and more effective treatment targets are needed for the treatment of CRC patients with liver metastases^1^. Metabolic reprogramming is a hallmark of cancer, as malignant cells must adapt their metabolic processes to produce the high amounts of energy that are required for their rapid growth, proliferation, and migration^2,3^. Among the numerous metabolic alterations, “the Warburg effect” is one of the best-known hallmarks of cancer; during the Warburg effect, cancer cells preferentially activate glycolytic pathways and produce lactate regardless of whether oxygen is present^4,5^. Due to the Warburg effect, positron emission tomography (PET) with [18 F] 2-fluoro-2-deoxy-D-glucose (FDG) has been widely used in the clinic to detect cancer^6^. The sensitivity of FDG PET in the detection of CRC liver metastases is approximately 97%^7^, suggesting that the Warburg effect is a metabolic target of CRC liver metastasis.

The first step in glycolysis is the uptake of glucose by cancer cells, which is facilitated by glucose transporter proteins on the plasma membrane (PM), such as glucose transporter 1 (Glut1). Overexpression of Glut1 has been observed in a variety of cancers, and high Glut1 expression is associated with poor prognosis and survival in CRC patients^8–10^. Both transcriptional and posttranscriptional mechanisms are involved in Glut1 expression in cancer cells. Similar to many other PM proteins, Glut1 undergoes trafficking between intracellular vesicular compartments and the PM. The small GTPase Rab11, which is a marker of recycling endosomes, facilitates the trafficking and recycling of PM proteins, including Glut1^11^, Glut2^12^, and Glut4^13^. We and others have demonstrated that in response to cytokine stimulation, Glut1 is targeted to the PM of cells via a Rab11-dependent mechanism^11,14,15^.

The CKLF-like MARVEL transmembrane domain (CMTM)-containing protein family includes eight members (CMTM1–8) that are involved in the trafficking of transmembrane proteins and secretory proteins^16^. It has been reported that CMTM6 protects programmed death-ligand-1 (PD-L1) from degradation by targeting it to the PM of cancer cells where it facilitates the immune evasion of cancer, including the immune evasion of CRC^17,18^. Consistently, increased CMTM6 expression has been observed in patients with pancreatic adenocarcinoma^19^, glioma^20^, head and neck squamous cell carcinoma^21^, and cervical cancer^22^. CMTM6 is also required for the maintenance of cancer stem cells and TGFβ-induced epithelial-to-mesenchymal transition (EMT) in cancer cells^21^. However, the role of CMTM6 in hepatocellular carcinoma is more complicated, as CMTM6 was shown to play both a tumor-suppressive role and a tumor-promoting role in hepatocellular carcinoma^23–25^.

Since CMTM6 is required for the intracellular trafficking of PD-L1 in CRC cells, in this study, we investigated whether CMTM6 regulates the trafficking and PM targeting of Glut1 to influence the Warburg effect and CRC liver metastasis. Our results revealed that shRNA-mediated CMTM6 knockdown effectively inhibited CRC tumor growth in immunocompromised mice and CRC liver metastasis in immunocompetent mice. In vitro, CMTM6 knockdown led to the lysosomal degradation of Glut1 as well as decreased glucose uptake and glycolysis in human and murine CRC cells. Mechanistically, CMTM6 was required for maintaining Rab11 mRNA levels, Rab11 activity, and Rab11-dependent transport of Glut1 to the PM. Targeted proteomics revealed that CMTM6 promoted the secretion of 60 cytokines/chemokines by CRC cells, which is important for shaping the tumor microenvironment. Multiomics revealed that targeting CMTM6 in CRC cells led to global transcriptomic changes in both CRC cells and cancer-associated fibroblasts (CAFs). Furthermore, analysis of TCGA data confirmed that CMTM6 expression was increased in CRC patients, and increased CMTM6 expression was associated with worse disease-free survival of CRC patients. Together, our data provide mechanistic insights into how CMTM6 regulates the Warburg effect, transcriptome, and liver metastasis of CRC.

## Materials and methods

### Cell lines and cell culture

The human CRC cell lines HCT116 and KM12L4 were purchased from ATCC (Manassas, VA, USA) and authenticated by short-tandem repeat DNA profiling by Genetica DNA Laboratories (Cincinnati, OH). MC38 mouse CRC cells were provided by Dr. Steven A. Rosenberg at NCI/NIH^26–28^. The cells were free of mycoplasma infection during the experiments. Cell proliferation was analyzed by the CellTiter 96® AQ_ueous_ One Solution Cell Proliferation Assay Kit (G3582 Promega, Madison, WI). Nunclon Sphera 96-well U-bottom ultra-low attachment cell culture plates were used to establish 3D tumoroids (174925 Thermo Fisher Scientific, Waltham, MA). Details about how cell plasma membrane integrity, the cell cycle and senescence, cell viability in tumoroids, and tumoroid compactness were determined are provided in the Supplementary Materials and Methods.

### Viral constructs and CRC cell transduction

Lentiviral constructs encoding CMTM6 shRNA were purchased from the Sigma MISSION shRNA library. Information about these constructs and the generation of the pMMPCMTM6-HA, pMMPRab11-FLAG, and pMMPRab11Q70L-FLAG retroviral vectors^15^ are provided in the Supplementary Materials and Methods. WB and sequencing were used to validate the constructs. Replication-defective lentiviruses or retroviruses were generated by transfecting 293 T/17 cells with 3 plasmids with the Effectene Transfection Reagent (301425 Qiagen, Tegelen Netherlands), as previously described^26,29,30^. Details about harvesting the viruses and transducing CRC cells with these viruses are provided in the Supplementary Materials and Methods.

### Protein detection and analysis

Glut1 on the PM was analyzed with a biotinylation assay, which included labeling the PM proteins with cell nonpermeable biotin EZ-Link Sulfo-NHS-Biotin (1 mg/mL in PBS, 21217 Thermo Fisher Scientific), pulling down the PM proteins with streptavidin agarose beads (S1638 Millipore Sigma), and performing Western blotting (WB) analysis with an anti-Glut1 antibody^26,31–33^. The Rab11 activity of CRC cells was evaluated by using a Rab11 activity assay kit (#83201 NewEast Biosciences, King of Prussia, PA)^15,34^. For coimmunoprecipitation (coIP), a buffer containing 0.5% NP-40 and a protease inhibitor cocktail (A32965 Thermo Fisher Scientific) was used to lyse the cells; 2 μg of anti-HA (12CA5) (11583816001 Roche, Millipore Sigma) or anti-FLAG (F1804 Millipore Sigma) antibody and 25 μL of Protein G Sepharose beads (50% slurry) (17061801 Cytiva, Marlborough, MA) were added to the cell lysates to pull down the protein complexes. Finally, the coprecipitated proteins were detected by WB^26,31,33,35^. WB and immunofluorescence (IF) staining were performed according to standard procedures^31–33^. Details are provided in the Supplementary Materials and Methods.

### In vitro protein binding

Recombinant Glut1-His and CMTM6-Strep proteins were expressed with the pFastBac baculovirus system. After the proteins were purified from the insect cells, an in vitro pull-down assay was performed to determine their in vitro binding using either an anti-His or anti-Strep antibody. The experimental details are provided in the Supplementary Materials and Methods.

### Glucose uptake and glycolysis assay

The fluorescent glucose analog 2-[*N*-(7-nitrobenz-2-oxa-1,3-diazol-4-yl) amino]-2-deoxyglucose (2-NBDG; Thermo Fisher Scientific) was used as a tracer for the glucose uptake assay, and its fluorescence in cells was measured by flow cytometry with a BD LSRFortessaTM X-20 Cell Analyzer and FlowJo_v10.8.1 software^15^. The glycolysis of CRC cells was studied with the Agilent Seahorse Glycolysis Stress Test with the Agilent Seahorse XFe96 Analyzer. The extracellular acidification rate (ECAR) in the cell culture medium was recorded in real time, and the data were analyzed by Seahorse Wave software^15^. Details are provided in the Supplementary Materials and Methods.

### RNA sequencing, spatial transcriptomics, and targeted proteomics

Bulk-cell RNA sequencing and spatial transcriptomics with the NanoString GeoMx Digital Spatial Profiler were performed by the University of Minnesota Genomic Center. In brief, tumor sections were prepared according to the Manual Slide Preparation User Manual (MAN-10150-01), fixed with formalin, and sent to the University of Minnesota Genomics Center for in situ hybridization, IF, area of interest (AOI) selection, sequencing, data acquisition and analysis^15^. The RNA sequencing data were analyzed by the EdgeR package^27,31,33^, and the spatial transcriptomic data were analyzed by GeoMx DSP Analysis Suite software; these data were subsequently used for GSEA and heatmap generation using online tools^15^. The cytokines/chemokines in the conditioned media of CRC cells were analyzed with a Proteome Profiler Mouse XL array kit (ARY028 R&D Systems, Minneapolis, MN, USA), which allows the simultaneous detection of 111 cytokines/chemokines. Chemiluminescence signals were captured with a ChemiDoc MP Imaging System (Bio-Rad, Hercules, CA), and the data were analyzed with ImageJ software (NIH).

### Subcutaneous tumor injection and portal vein tumor injection in mice

All the animal studies were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Minnesota. For subcutaneous tumor implantation, liver fibroblasts (0.75 × 10^6^)^26,31,32^ and human CRC cells (0.75 × 10^6^) were mixed in vitro and then subcutaneously co-injected into nude mice (553 Charles River Wilmington, MA). For portal vein tumor injection, two-month-old C57BL/6 mice were chosen as the recipients, and each mouse received 1 × 10^6^ CRC cells in 100 μL of PBS via portal vein injection under general anesthesia, as we previously described^26,27,33^.

### Statistical analysis

All the data are expressed as the means ± SEMs, and GraphPad Prism 6 software (GraphPad Software, Inc., La Jolla, CA) was used to perform the statistical analyses. For two group comparisons, two-tailed Student’s *t* tests were performed; for data from more than two groups, ANOVA followed by post hoc tests was performed. *P* < 0.05 was considered to indicate a significant difference.

## Results

### CMTM6 promotes CRC cell growth in 2D and 3D cultures

To explore whether CMTM6 regulates CRC tumor growth via a mechanism independent of PD-L1-mediated cancer immune evasion, we generated control and CMTM6-knockdown CRC cells and compared their proliferation in vitro. HCT116 and KM12L4 human CRC cells were transduced with 2 different lentiviruses, each encoding a distinct CMTM6 shRNA, and cells transduced with nontargeting shRNA (NT shRNA) were used as controls. As revealed by the cell proliferation assay, knockdown of CMTM6 by 2 different shRNAs consistently suppressed the proliferation of both the HCT116 and KM12L4 human CRC cell lines (Fig. 1a left and middle panels, *P* < 0.05). In MC38 murine CRC cells, CMTM6 was knocked down by 3 different shRNAs, and the data were consistent with those of human CRC cells (Fig. 1a right panel, *P* < 0.05). Since 3D tumoroid culture better represents in vivo tumor growth than 2D cell culture, control and CMTM6-knockdown MC38 cells were subjected to 3D culture in ultra-low attachment cell culture plates (Nunclon Sphera 96-well U-bottom, Thermo Fisher Scientific). The results revealed that 3D tumoroid formation by MC38 cells was suppressed after CMTM6 knockdown (Fig. 1b, *P* < 0.001).

**Fig. 1:**
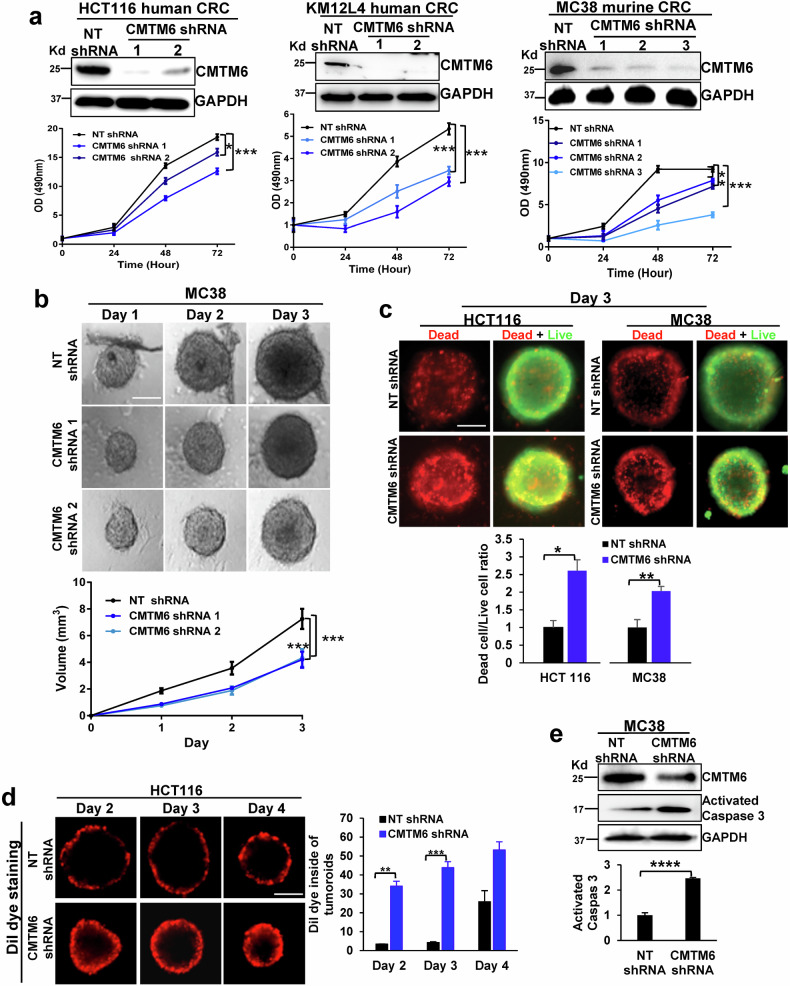
CMTM6 knockdown suppresses colorectal cancer cell (CRC) proliferation and tumoroid growth in vitro. **a** The proliferation of three CRC cell lines was measured by the CellTiter 96® AQ_ueous_ One Solution Cell Proliferation Assay. CMTM6 knockdown by different shRNAs consistently suppressed cell proliferation. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001 according to *ANOVA*. *n* = 5. **b** MC38 cells were seeded in Nunclon Sphera 96-well U-bottom ultra-low attachment culture plates to induce 3D tumoroid formation. CMTM6 knockdown reduced the size of the tumor spheroids. ***, *P* < 0.001 according to *ANOVA*, *n* = 5. Scale bar, 1000 μm. **c** Live and dead cells in the tumoroids were analyzed with a LIVE/DEAD™ Viability/Cytotoxicity Kit (Invitrogen), and fluorescence microscopy was performed with an Axio observer (Zeiss). CMTM6 knockdown increased the dead/live ratio of the tumoroids. *, *P* < 0.05; **, *P* < 0.01 by *t* test, *n* = 5. Scale bar, 1000 μm. **d** The compactness of tumoroids was analyzed by Dil dye staining, and the Dil dye that penetrated the tumoroids was detected by an Axio observer. CMTM6-knockdown tumoroids were less compact than control tumoroids. **, *P* < 0.01; ***, *P* < 0.001 according to *ANOVA*, *n* = 3. Scale bar, 1000 μm. **e** Tumoroids were harvested and subjected to WB analysis of cleaved-caspase 3 (active) expression. CMTM6 knockdown increased active caspase 3 protein levels in the tumoroids. ****, *P* < 0.0001 by *t* test, *n* = 3.

Next, the 3D tumoroids were analyzed with a Live-Dead Cell Staining Kit, and the dead cells in the tumoroids were labeled with red fluorescence while the live cells were labeled with green fluorescence. This assay revealed that the dead-to-live cell ratio was significantly higher in CMTM6-knockdown tumoroids than in control tumoroids (Fig. 1c, *P* < 0.05). Dil dye is normally excluded from compact tumoroids but can enter loosely formed tumoroids; therefore, it is used to assess the compactness of 3D tumoroids. As revealed by Dil dye staining, the compactness of CMTM6-knockdown tumoroids derived from either HCT116 or MC38 cells was compromised compared to that of control tumoroids (Fig. 1d and Supplementary Fig. 1a, *P* < 0.01). WB revealed that the level of cleaved-caspase 3 (activated-caspase 3) was higher in CMTM6-knockdown tumoroids than in control tumoroids (Fig. 1e, *P* < 0.0001). Propidium iodide (PI) is considered an indicator of cell plasma membrane integrity. PI staining of cultured live HCT116 cells confirmed that the percentage of PI-positive CRC cells was higher in CMTM6-knockdown cells than in control cells (Supplementary Fig. 1b, *P* < 0.001). Moreover, after long-term culture, CMTM6-knockdown HCT116 cells formed fewer and smaller colonies than control HCT116 cells in a colony formation assay (Supplementary Fig. 1c, *P* < 0.01). Thus, CMTM6 is important for CRC cell growth in vitro.

### Knockdown of CMTM6 leads to global transcriptomic changes in CRC cells and transcripts related to the cell cycle and glucose metabolism are affected

To understand how CMTM6 knockdown suppressed CRC proliferation, we harvested control and CMTM6-knockdown HCT116 cells for bulk-cell RNA sequencing, and the data were analyzed with online software (http://sangerbox.com/home.html). A volcano plot showed that 1005 transcripts were downregulated and 2679 transcripts were upregulated by CMTM6 knockdown in HCT116 cells (Fig. 2a upper panel; the horizontal line represents *P* = 0.05, and the vertical lines represent a fold change of 1.5). According to the Gene Set Enrichment Analysis (GSEA) with molecular signatures database (C2 gene sets), the pathways and biological processes that were impacted by the transcriptomic changes included intracellular signaling, metabolism, epigenetics and RNA metabolism, DNA replication, damage and repair, metastasis, apoptosis, and cell cycle and proliferation (Fig. 2a lower panel, Nominal *P* < 0.05, NES > 1). For example, the levels of 231 transcripts that are involved the Fischer G2/M phase of the cell cycle and 87 transcripts that are involved in Reactome glucose metabolism were altered by CMTM6 knockdown in HCT116 cells (Fig. 2b).

**Fig. 2:**
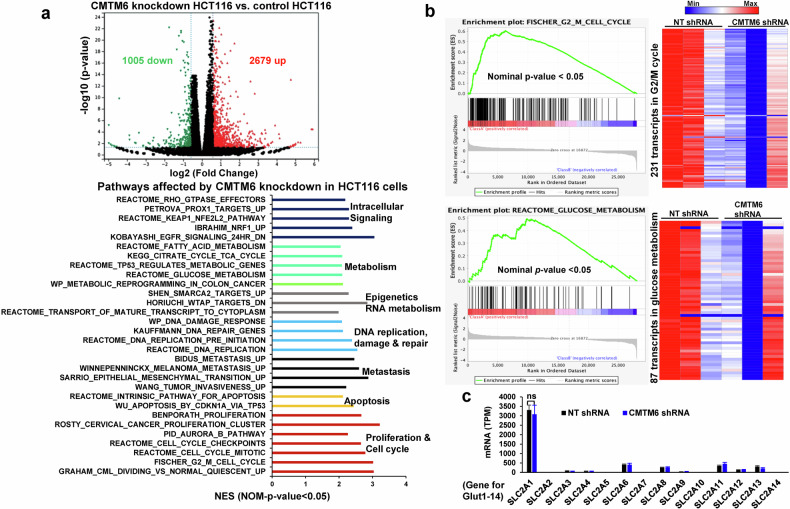
CMTM6 knockdown induces global transcriptomic changes in HCT116 CRC cells. **a** Upper panel, a volcano plot showing 1005 upregulated and 2679 downregulated transcripts after CMTM6 knockdown in HCT116 CRCs. The horizontal line represents *P* = 0.05. Vertical lines represent a fold change of 1.5. The green and red dots represent downregulated and upregulated genes, respectively. Lower panel, gene set enrichment analysis (GSEA) revealed numerous pathways that were affected by CMTM6 knockdown in HCT116 cells based on NES > 1 and *P* < 0.05. NES, normalized enrichment score. **b** Two gene sets whose gene expression was affected by CMTM6 knockdown are shown. Transcript enrichment is shown by an enrichment plot (left panel), and gene expression levels are shown by a heatmap (right panel). The scale bar represents the minimum (blue) to the maximum expression level (red). **c** mRNA levels of 14 different glucose transporters were analyzed by RNA sequencing. n.s., *P* > 0.05 by *t* test, *n* = 3.

These data led us to perform fluorescence-activated cell sorting (FACS) of PI-stained cells to determine whether CMTM6 knockdown influenced cell cycle progression, thereby affecting HCT116 cell proliferation and growth. Cell cycle analysis revealed that the percentage of control cells in the G2 phase of the cell cycle was 13.86%, whereas it was 30.19% in CMTM6-knockdown HCT116 cells (Supplementary Fig. 1d), suggesting that the G2-to-M phase transition of the cell cycle was indeed disrupted by CMTM6 knockdown. β-Galactosidase staining of senescent cells, however, did not reveal the induction of cell senescence by CMTM6 knockdown (Supplementary Fig. 1e, *P* > 0.05). Thus, CMTM6 knockdown in CRC cells results in global transcriptomic changes, and the G2-to-M phase transition is affected by these transcriptomic changes.

### CMTM6 knockdown suppresses CRC growth in immunocompromised mice

The transcriptomic data and phenotypes of CMTM6-knockdown CRC cells led us to examine the role of CMTM6 in CRC growth in vivo. To minimize the influence of the immune system on CRC growth in mice, immunocompromised nude mice were selected as recipients for a tumor implantation study. Liver fibroblasts are among the most important components of the hepatic tumor microenvironment^36–38^. To determine the role of the liver tumor microenvironment in CRC growth and metastasis, we mixed liver fibroblasts (0.75 × 10^6^ cells)^26,34^ with control HCT116 cells (0.75 × 10^6^ cells) or CMTM6-knockdown HCT116 cells (0.75 × 10^6^ cells) in vitro and then coimplanted these cells into nude mice via subcutaneous injection. Tumor size was measured by a caliper on different days, and the data revealed that CMTM6 shRNA suppressed HCT116 tumor growth in mice (Fig. 3a, *P* < 0.0001). IF confirmed that the percentage of Ki67-positive cells was decreased, whereas that of active caspase 3-positive cells was increased, in CMTM6-knockdown HCT116 tumors compared to control HCT116 tumors (Fig. 3b, *P* < 0.0001). Since these mice are immunocompromised, these results suggest that CMTM6 can indeed promote CRC growth in mice through mechanisms that are independent of PD-L1-mediated immune evasion.

**Fig. 3:**
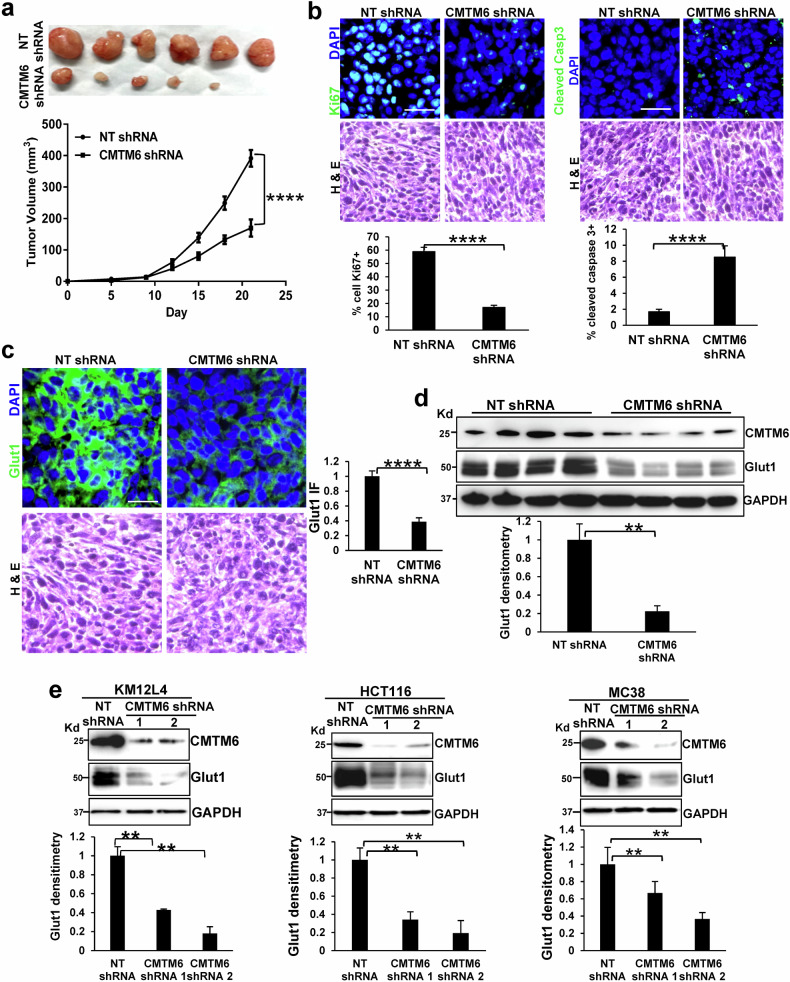
CMTM6 knockdown reduces CRC tumor growth in nude mice and the Glut1 protein level in CRC cells. **a** Control and CMTM6-knockdown HCT116 cells were mixed with liver fibroblasts, and they were subcutaneously coinjected into immunosuppressed nude mice. CMTM6 knockdown suppressed HCT116 tumor growth in nude mice. ****, *P* < 0.0001 according to ANOVA, *n* = 7,8. **b** Cryo-sections of HCT116 tumors were subjected to immunofluorescence (IF) staining for Ki67 (left) or cleaved caspase 3 (right). The cell nuclei were counterstained with DAPI (blue). The percentage of Ki67-positive cells was lower whereas the percentage of cleaved-caspase 3-positive cells was higher in CMTM6-knockdown tumors than in control tumors. ****, *P* < 0.0001 by *t test*, *n* = 7, 8. Scale bar, 50 μm. **c**, **d** IF and WB revealed reduced protein levels of glucose transporter 1 (Glut1) in CMTM6-knockdown tumors compared to control tumors. **, *P* < 0.01; ****, *P* < 0.0001 by *t* test, *n* = 4,4. Scale bar, 50 μm. **e** WB showed that Glut1 protein levels in CRC cells were reduced by CMTM6 knockdown in 2D culture. **, *P* < 0.01 according to *ANOVA*, *n* = 3.

### CMTM6 knockdown reduces Glut1 protein levels, glucose uptake, and glycolysis in CRC cells

RNA sequencing identified glucose metabolism as one of the other pathways that are affected by CMTM6 knockdown. In addition, RNA sequencing revealed that among 14 glucose transporter isoforms, *SLC2A1* mRNA (encodes Glut1) was the predominant isoform that was expressed by HCT116 cells, whereas *SLC2A2* mRNA (encodes Glut2), *SLC2A3* mRNA (encodes Glut3), and *SLC2A4* mRNA (encodes Glut4) were barely detectable (Fig. 2c). Furthermore, no compensatory response of other glucose transporters to reduced Glut1 expression was observed in CMTM6-knockdown HCT116 cells (Fig. 2c). Since glucose uptake is the first step of glycolysis and increased Glut1 expression is associated with poor prognosis in cancers, including colon cancer^3,9,10^, WB and IF were subsequently performed to analyze Glut1 protein expression in control and CMTM6-knockdown tumors. As shown by IF and WB, Glut1 protein levels were lower in CMTM6-knockdown tumors than in control tumors (Fig. 3c, d, *P* < 0.01). Cultured HCT116, KM12L4, and MC38 cells were also collected and Glut1 expression was analyzed by WB; the results confirmed that Glut1 protein expression was drastically reduced by CMTM6 knockdown in 2D and 3D culture (Fig. 3e and Supplementary Fig. 2a, *P* < 0.01).

To determine whether CMTM6 knockdown influenced glucose uptake by CRC cells, CRC cells were incubated with the fluorescent glucose analog 2-(N-[7-nitrobenz-2-oxa-1,3-diazol-4-yl] amino)-2-deoxyglucose (2-NBDG), and flow cytometry was subsequently performed to quantify 2-NBDG uptake by the cells. The flow cytometry data confirmed that CMTM6 knockdown reduced 2-NBDG uptake by HCT116 and MC38 cells (Figs. 4a–d, *P* < 0.01). The Agilent Glycolysis Stress test measures changes in the extracellular acidification rate (ECAR) caused by the cellular secretion of lactate, which is indicative of real-time changes in glycolysis in cells^15^. The results of the Agilent Glycolysis Stress test showed that glycolysis was indeed suppressed by CMTM6 knockdown in the three CRC cell lines (Fig. 4e, f, and Supplementary Fig. 2b, *P* < 0.05). Since glucose transport is performed by Glut1 in the PM, we next performed a biotinylation assay and found that the Glut1 level in the PM was indeed significantly lower in CMTM6-knockdown HCT116 and MC38 cells than in control cells (Fig. 4g and Supplementary Fig. 2c, *P* < 0.01). Thus, CMTM6 is required for maintaining Glut1 levels, glucose uptake, and glycolysis in CRC cells.

**Fig. 4:**
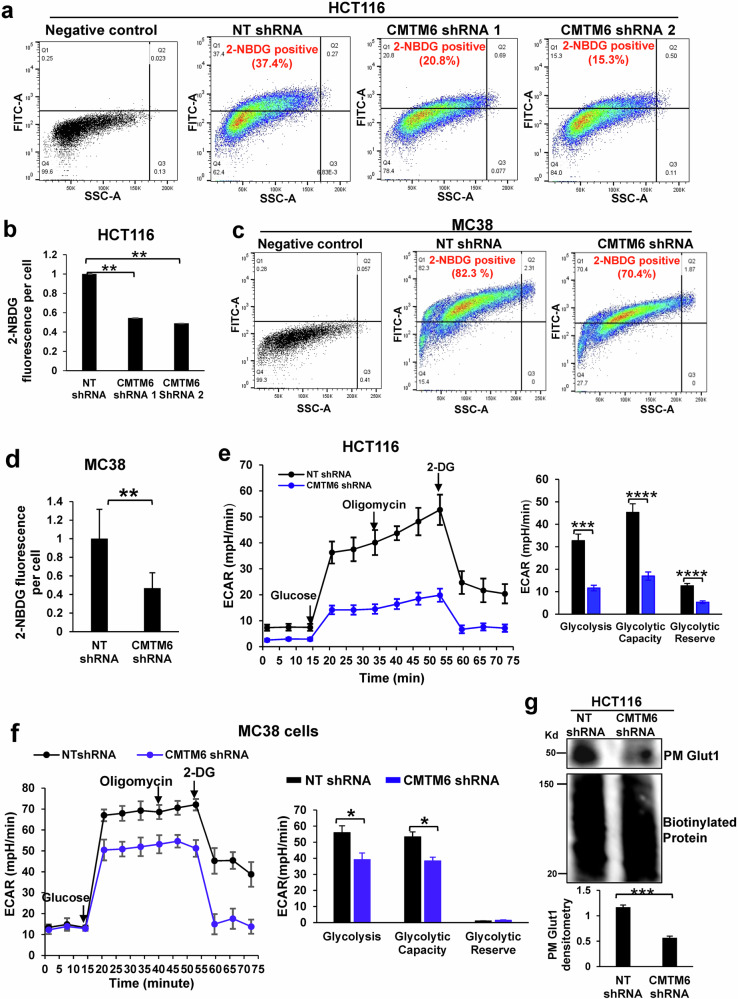
CMTM6 is required for the plasma membrane (PM) localization of Glut1, glucose uptake, and glycolysis in CRC cells. **a** A glucose uptake assay followed by flow cytometry analysis of 2-NBDG fluorescence demonstrated that the percentage of HCT116 cells that were positive for 2-NBDG uptake was reduced by CMTM6 knockdown. **b** The average 2-NBDG uptake by HCT116 cells was reduced by CMTM6 knockdown. **, *P* < 0.001 according to *ANOVA*; *n* > 5000 cells per group. **c** Glucose uptake assays showed that the percentage of MC38 cells that were positive for 2-NBDG uptake was reduced by CMTM6 knockdown. **d** The average 2-NBDG uptake by MC38 cells was reduced by CMTM6 knockdown. **, *P* < 0.01 by *t* test; *n* > 5000 cells per group. **e** The Agilent Seahorse Glycolysis Stress t**e**st was performed, and changes in the extracellular acidification rate (ECAR) were recorded in real time. Glycolysis in HCT116 cells was reduced by CMTM6 knockdown. ****, *P* < 0.0001 according to *ANOVA*, *n* = 5. **f** The Seahorse glycolysis stress test showed that glycolysis in MC38 cells was suppressed by CMTM6 knockdown. *, *P* < 0.05 according to *ANOVA*, *n* = 5. **g** A biotinylation assay revealed that the Glut1 level in the PM of HCT116 cells was reduced by CMTM6 knockdown. ***, *P* < 0.001 by *t* test, *n* = 3.

### CMTM6 directly binds to Glut1, and its knockdown leads to lysosomal degradation of Glut1

As shown in Fig. 2c, Glut1 mRNA levels in control and CMTM6-knockdown HCT116 cells were comparable (*P* = 0.71). Therefore, we investigated whether CMTM6 regulated Glut1 expression via a posttranscriptional mechanism similar to its regulation of PD-L1. To this end, HCT116 cells overexpressing CMTM6-HA and Rab11-FLAG were subjected to triple IF, and the results revealed that Glut1 (green) and CMTM6 (purple) colocalized with endosomes (arrowheads, Fig. 5a) and the PM (arrows, Fig. 5a) of CRC cells. Additionally, these proteins colocalized with Rab11, which is a marker of recycling endosomes (red) (Fig. 5a). To confirm the CMTM6/Glut1 interaction, 2 baculoviral vectors, one encoding His-tagged Glut1 and another encoding Strep-tagged CMTM6, were generated to produce recombinant proteins. His-tagged Glut1 and Strep-tagged CMTM6 were generated and purified from insect cells cotransduced with the 2 baculoviruses, and these proteins were used for pull-down assays to analyze the CMTM6/Glut1 interaction in vitro. Glut1-His and CMTM6-Strep were coprecipitated with either an anti-His or anti-Strep antibody, as revealed by Coomassie blue staining and WB (Fig. 5b, Lanes 4-7); these results indicated the direct interaction between the CMTM6 and Glut1 proteins.

**Fig. 5:**
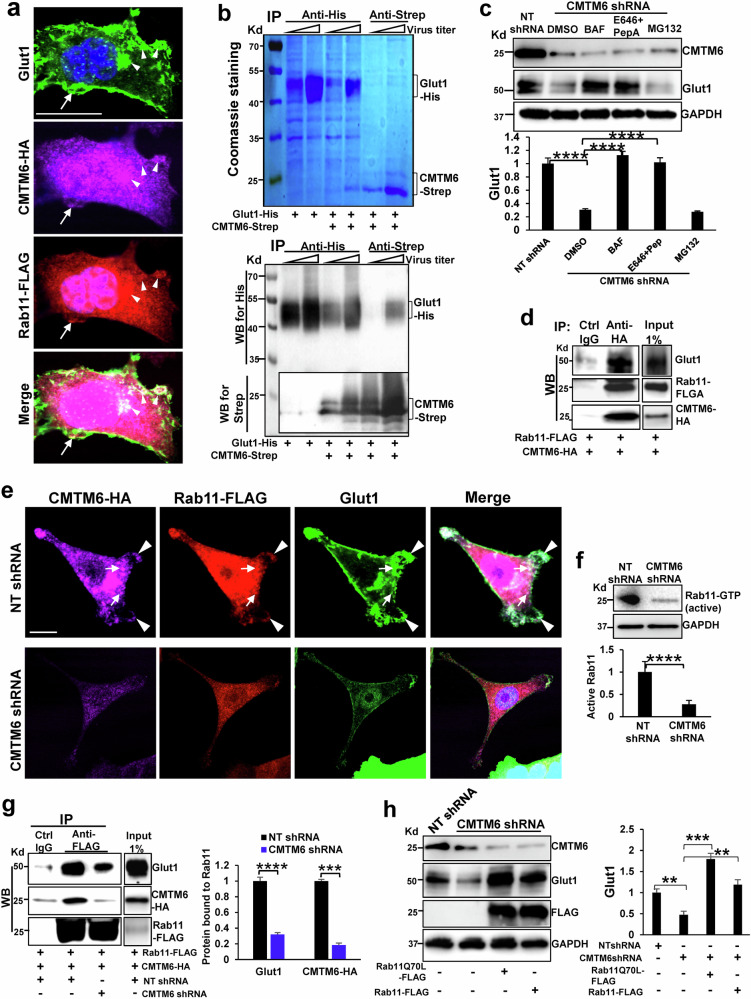
CMTM6 forms a complex with Glut1 and Rab11 that is required for the PM targeting of Glut1. **a** IF staining showed that Glut1 (green), CMTM6-HA (purple), and Rab11-FLAG (red) colocalized in the PM (arrows) and endosomes (arrowheads) of HCT116 cells. Scale bar, 20 µm. **b** Cultured insect cells were transduced with baculoviruses to express recombinant Glut1-His and CMTM6-Strep proteins. Cell membrane proteins were dissolved, purified, and subjected to pulldown. Coomassie staining (upper) and WB (lower panel) revealed that CMTM6-Strep was coprecipitated with Glut1-His by an anti-His antibody (Lanes 4, 5), and conversely, Glut1-His was coprecipitated with CMTM6-Strep by an anti-Strep antibody (Lanes 6, 7). **c** CMTM6-knockdown HCT116 cells were incubated with lysosomal inhibitor(s) [bafilomycin (BAF) or E64d + pepstatin A (PepA)] or the proteasomal inhibitor MG132, and the cells were collected for WB analysis. The lysosomal inhibitor(s), but not the proteasomal inhibitor, protected Glut1 from downregulation due to CMTM6 knockdown. ****, *P* < 0.0001 according to *ANOVA*, *n* = 3. **d** HCT116 cells expressing CMTM6-HA and Rab11-FLAG after retroviral transduction were collected for coimmunoprecipitation (coIP), and the results revealed that CMTM6 interacted with Glut1 and Rab11 in HCT116 cells. The data are representative of multiple repeats with similar results. **e** Representative triple IF images of CMTM6-HA (purple), Rab11-FLAG (red), and Glut1 (green) in control and CMTM6-knockdown HCT116 cells are shown. Scale bar, 10 µm. **f** Rab11 activity assays revealed that the Rab11-GTP level in HCT116 cells was reduced by CMTM6 knockdown. ****, *P* < 0.0001 by *t* test, *n* = 3. **g** HCT116 cells overexpressing CMTM6-HA and Rab11-FLAG were harvested for coIP. CMTM6 knockdown reduced the Glut1/Rab11 interaction in HCT116 cells. ***, *P* < 0.001; ****, *P* < 0.0001 according to *ANOVA*, *n* = 3. **h** WB showed that Glut1 in CMTM6 knockdown cells was restored by the expression of a constitutively active Rab11Q70L-FLAG mutant or wild-type Rab11-FLAG and that the Rab11Q70L-FLAG mutant exerted a stronger effect. **, *P* < 0.01; ***, *P* < 0.001 according to ANOVA, *n* = 3.

Glut1 is degraded by lysosomes^15^, so we next investigated whether CMTM6 knockdown led to increased lysosomal targeting and degradation of Glut1. CMTM6-knockdown CRC cells were incubated with either lysosomal inhibitor(s) (bafilomycin or E646 + pepstatin A) or the proteasomal inhibitor MG132. Cells incubated with DMSO were used as controls. WB revealed that the CMTM6 shRNA-induced downregulation of Glut1 was abolished by the lysosomal inhibitor(s), bafilomycin or E646 + pepstatin A (Fig. 5c, *P* < 0.0001), but not by the proteasomal inhibitor MG132 (Fig. 5c); these results indicated that CMTM6 knockdown indeed led to lysosomal targeting and degradation of Glut1 in CRC cells.

### CMTM6 knockdown reduces Rab11 mRNA and protein levels, Rab11 activity, and the Rab11/Glut1 interaction

The transport of Glut1 from endosomes to the PM depends on Rab11^11,14,15^, which is a small GTPase that plays a key role in the recycling of cargo proteins to the PM^39–42^. Therefore, we collected CRC cells that coexpressed CMTM6-HA and Rab11-FLAG and performed coimmunoprecipitation (coIP) to analyze the CMTM6/Glut1/Rab11 interaction in CRC cells. An anti-HA antibody was used to pull down CMTM6-HA, followed by WB to detect the coprecipitated Glut1 and Rab11-FLAG. Rab11-FLAG and Glut1 were coprecipitated with CMTM6-HA by an anti-HA antibody, confirming that the three proteins formed a complex in CRC cells (Fig. 5d). Triple IF demonstrated the colocalization of the three proteins in endosomes (arrows) and in the PM (arrowheads) of control HCT116 cells (Fig. 5e). IF also demonstrated that CMTM6 knockdown downregulated not only Glut1 protein expression (Fig. 5e, green) but also Rab11 protein expression (Fig. 5e, red), and this finding was confirmed by WB (Supplementary Fig. 2d*P* < 0.0001). RNA sequencing data showed that the Rab11 mRNA level in CMTM6-knockdown cells was only half that in control cells (Supplementary Fig. 2e, *P* < 0.05). A Rab11 activity assay, which measures the level of active Rab11 (Rab11-GTP), revealed that Rab11 activity in CRC cells was suppressed by CMTM6 knockdown (Fig. 5f, *P* < 0.0001). Moreover, coIP demonstrated that CMTM6 knockdown disrupted the Rab11/Glut1 interaction in CRC cells (Fig. 5g, *P* < 0.0001). To further explore the role of Rab11 in the CMTM6 knockdown-induced downregulation of Glut1, a constitutively active Rab11 mutant construct, namely, Rab11Q70L^43^, was created by site-directed mutagenesis, and its role in rescuing Glut1 in CMTM6-knockdown cells was assessed. To this end, cells overexpressing the Rab11Q70L mutant or wild-type Rab11 after retroviral transduction were subjected to shRNA-mediated CMTM6 knockdown. WB data demonstrated that both were able to restore the Glut1 protein level in CMTM6-knockdown cells, but the Rab11Q70L mutant exerted a stronger effect (Fig. 5h, *P* < 0.05). Thus, the Glut1 downregulation that was observed in CMTM6-knockdown CRC cells was indeed mediated by Rab11.

### CMTM6 promotes CRC liver metastasis in a liver metastasis mouse model

We next used patient RNA sequencing data from The Cancer Genome Atlas (TCGA) to analyze CMTM6 expression in CRC using a web server and Gene Expression Profiling Interactive Analysis. CMTM6 expression was higher in 275 colon adenocarcinoma (COAD) tissues than in 349 control tissues, and CMTM6 expression was also higher in 92 rectum adenocarcinoma (READ) tissues than in 318 control tissues (Fig. 6a, *P* < 0.05). Additionally, elevated CMTM6 expression was associated with worse disease-free survival in a cohort of COAD patients (Fig. 6b, *P* < 0.05). Since liver metastasis significantly contributes to the death of CRC patients, we next investigated whether CMTM6 promoted CRC liver metastasis in a portal vein tumor injection mouse model. MC38 cells expressing NT shRNA or CMTM6 shRNA were implanted into the livers of mice via portal vein injection (1 × 10^6^ cells per mouse), and all the mice were killed 11 days later. We found that MC38 cell-derived liver metastasis in mice was significantly suppressed by shRNA-mediated CMTM6 knockdown (Fig. 6c, *P* < 0.05). IF showed that the percentage of Ki67-positive cells was reduced, whereas that of active caspase 3-positive cells was increased, in CMTM6-knockdown MC38 cell-derived liver metastases compared to control liver metastases (Fig. 6d, *P* < 0.0001). Furthermore, compared with those in control liver metastases, IF revealed reduced Glut1 protein levels in CMTM6-knockdown liver metastases (Fig. 6e, *P* < 0.0001). Moreover, WB confirmed that the average Glut1 level was lower but the average activated-caspase 3 level was higher in CMTM6-knockdown liver metastases than in control metastases (Fig. 6f, *P* < 0.05). Thus, CMTM6 is required for maintaining Glut1 protein levels in CRC and CRC liver metastases in mice.

**Fig. 6:**
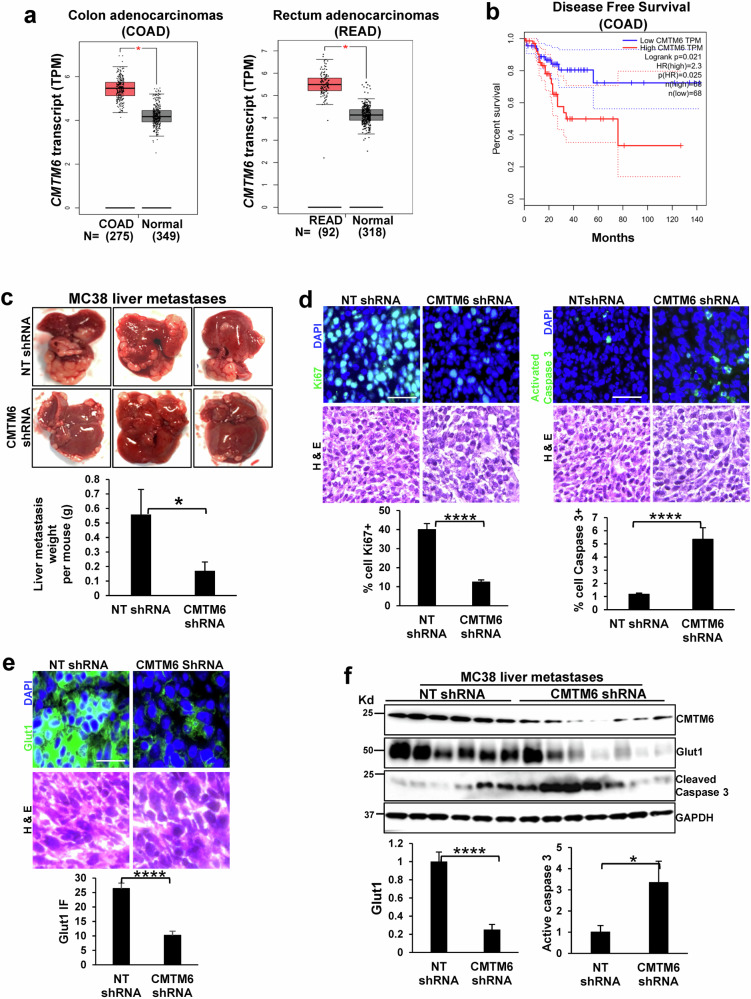
CMTM6 knockdown suppresses MC38 liver metastasis. **a** Patient data from the TCGA database showed that *CMTM6* expression is higher in adenocarcinoma of the colon and rectum than in normal tissues. *, *P* < 0.05 by *t* test. The number of patients (**N)** is shown. **b** Elevated CMTM6 expression in CRC tissues was associated with worse disease-free survival in CRC patients. *P* = 0.021 by log-rank test. *n* = 68 per group. **c** MC38 cells expressing NT shRNA (control) or CMTM6 shRNA were injected into mouse livers via the portal vein. CMTM6 knockdown suppressed MC38 cell-derived liver metastasis in the mice. *, *P* < 0.05 by *t* test, *n* = 6,7. **d** IF s*t*aining revealed that the percentage of Ki67-positive cells was reduced, whereas the percentage of activated-caspase 3-positive cells was increased, in CMTM6-knockdown liver metastases compared to control liver metastases. ****, *P* < 0.0001 by *t* test, *n* = 6,7. Scale bar, 50 μm. **e** IF staining revealed reduced Glut1 in CMTM6-knockdown liver metastases compared to control liver metastases. ****, *P* < 0.0001, *n* = 6,7 by *t* test. Scale bar, 25 μm. **f** WB showed that *t*he average Glut1 level was lower, whereas the average activated-caspase 3 level was higher in CMTM6-knockdown liver metastases than in control liver metastases. *, *P* < 0.05; ****, *P* < 0.0001 by *t* test, *n* = 6,7.

### CMTM6 knockdown blocks the secretion of cytokines/chemokines by MC38 cells

To explore additional mechanisms by which CMTM6 promotes CRC liver metastasis, we focused on MC38 cell-derived cytokines and chemokines because they not only promote cancer proliferation and growth but also establish a prometastatic microenvironment by recruiting or activating other cells in a paracrine fashion. Conditioned medium was collected from control or CMTM6-knockdown MC38 cells for cytokine/chemokine profiling using a Proteome Profiler Mouse XL Cytokine Array Kit (R&D Systems). In total, 73 out of 111 cytokine/chemokine targets were detected, and 60 were significantly downregulated by CMTM6 knockdown (Supplementary Fig. 3, *P* < 0.05). The CMTM6 targets can be divided into different groups: (1) mitogens such as PDGF-BB, Amphiregulin, and TGFα; (2) cytokines/chemokines that are related to inflammation, such as IL-1α, IL-1β, IL6, IL11, CD14, CD160, Chemerin, Chitinase-3-like protein 1 (CHI3L1), Flt-3 ligands, G-CSF, M-GSF, ICAM-1, CD62E, CD62P, and VCAM1; (3) factors that are involved in the immunosuppressive tumor microenvironment, such as IL6, IL10, TNFα, CCL17, and IL15; and (4) factors that control endothelial cell survival and angiogenesis, such as CXCL12, angiopoinetin-1, GAS6, and MMP2 (Supplementary Fig. 3). Some targets are shown in Fig. 7a. Thus, by controlling the secretion of cytokines/chemokines by CRC cells, CMTM6 in CRC cells can remodel the hepatic tumor microenvironment to promote CRC liver metastasis.

**Fig. 7:**
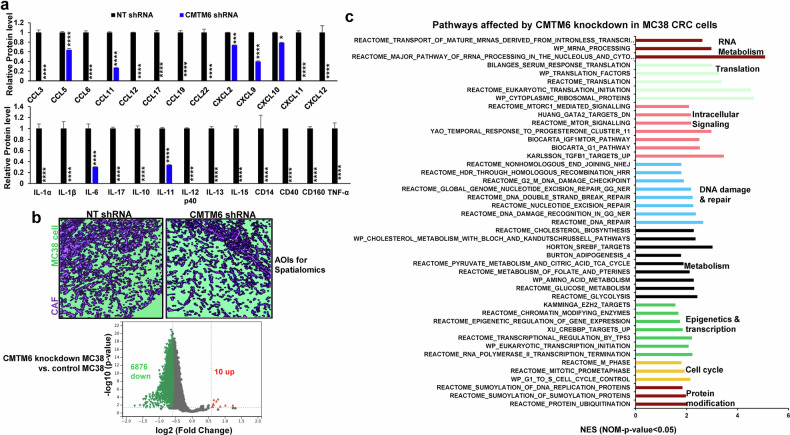
CMTM6 knockdown blocks the secretion of cytokines/chemokines by CRC cells and induces global transcriptomic changes in CRC liver metastases. **a** The conditioned media of control and CMTM6-knockdown MC38 cells were analyzed with a Proteome Profiler Mouse XL Cytokine Array Kit (R&D Systems). CMTM6 knockdown reduced the secretion of cytokines/chemokines by MC38 cells. *, *P* < 0.05; ***, *P* < 0.001, ****P < 0.0001 by *t* test, *n* = 4. **b** Upper panel, sec*t*ions of MC38 cell-derived liver metastases were subjected to spatial transcriptomics with NanoString GeoMx DSP. Two representative areas of interest (AOIs) that were selected for study are shown. MC38 cells were labeled with an anti-pan cytokeratin antibody (green by the software), and cancer-associated fibroblasts (CAFs) were labeled with an anti-desmin antibody (purple). Lower panel, a volcano plot showing 6876 downregulated and 10 upregulated transcripts in MC38 cells as the result of targeting CMTM6 of MC38 cells. The horizontal line represents *P* < 0.05, and the vertical lines represent a fold change of 1.5. **c** The pathways in MC38 cells that were affe**c**ted by CMTM6 knockdown were identified by GSEA with the M2 pathways based on NES > 1 and *P* < 0.05. NES normalized enrichment score.

### CMTM6 promotes the development of an immunosuppressive microenvironment for CRC liver metastasis

Cancer-associated fibroblasts (CAFs) and various immune cells in the liver are critical determinants of CRC liver metastasis. We previously reported that the CAFs of MC38 cell-derived liver metastases exhibit active PDGF signaling and interleukin signaling pathways, which are important for CAF activation^15^. Since CMTM6 knockdown blocked the secretion of PDGF-BB and numerous interleukins by MC38 cells (Supplementary Fig. 3, *P* < 0.0001), we quantified the CAF density of MC38 cell-derived liver metastases. IF staining for α-smooth muscle actin (αSMA), which is a marker of CAFs, revealed that the CAF density was significantly lower in CMTM6-knockdown liver metastases than in control liver metastases (Supplementary Fig. 4, *P* < 0.05). CAFs facilitate cancer immune evasion by forming a physical barrier to prevent immune cells from entering tumors and by producing immune regulatory molecules, such as TGFβ1 and PD-L1, to suppress the antitumor activity of immune cells^31,33,44,45^. Thus, we profiled the immune components of MC38 cell-derived liver metastases by performing IF, and the results revealed that the densities of CD8a+ T cells, NK1.1 + NK/NKT cells, Granzyme B+ cytotoxic lymphoid cells, and CD20 + B cells were increased in CMTM6-knockdown liver metastases compared to control liver metastases (Supplementary Figs. 4, 5, *P* < 0.001). In contrast, the numbers of FoxP3+ regulatory T cells and F4/80+ macrophages were decreased in CMTM6-knockdown liver metastases (Supplementary Fig. 5, *P* < 0.0001). Thus, CMTM6 in CRC cells promotes an immunosuppressive microenvironment by recruiting CAFs into liver metastases and excluding cytotoxic lymphocytes from CRC liver metastases.

### Targeting CMTM6 of MC38 cells alters the transcriptome of MC38 cells within the liver metastases, as revealed by spatial transcriptomics

To determine whether and how CMTM6 knockdown influenced the transcriptome of MC38 cell-derived liver metastases, we performed spatial transcriptomics using the NanoString GeoMx Digital Spatial Profiler (GeoMx DSP) and GeoMx Mouse Whole Transcriptome Atlas Panel that allows the detection of 20,177 murine transcripts^15^. Control MC38 cell-derived liver metastases from 3 different mice and CMTM6-knockdown metastases from 3 mice were selected for the study; anti-pan cytokeratin and anti-desmin antibodies were used to label MC38 cells and CAFs by IF staining (Fig. 7b upper panel). In total, 14 areas of interest (AOIs) in control metastases and 13 AOIs in CMTM6-knockdown metastases were selected for data acquisition and analysis, which led to the detection of 19,616 transcripts in MC38 cells from each AOI. Compared to the transcriptome of HCT116 cells (Fig. 2a), the spatialomic data, as shown in a volcano plot, demonstrated a remarkable shift toward the left (Fig. 7b lower panel), suggesting a transcriptome-wide downregulation of gene expression in CMTM6-knockdown MC38 cell-derived liver metastases compared to that in control liver metastases. When a fold change of 1.5 was set as the threshold, 6876 transcripts were found to be downregulated and 10 were found to be upregulated in CMTM6-knockdown MC38 cells in the liver metastases (*P* < 0.05). GSEA analysis with the mouse molecular signature database (M2 gene sets) revealed that transcriptomic changes impacted the biological processes of MC38 cells, including RNA metabolism, translation, intracellular signaling, DNA damage and repair, metabolism, epigenetics and gene transcription, the cell cycle, and protein modification (Fig. 7c). For example, 175 transcripts in the Reactome G2-G2/M phase and 61 transcripts in the Reactome glycolysis were affected by CMTM6 knockdown in MC38 cells (Supplementary Fig. 6). Since the secretion of 60 cytokines/chemokines was blocked by CMTM6 knockdown (Supplementary Figure 3), we compared the transcript levels of these cytokines/chemokines. Among the 59 transcripts that were analyzed, 50 were significantly downregulated in CMTM6-knockdown MC38 cell-derived liver metastases compared to control MC38 cell-derived liver metastases (Supplementary Fig. 7a, *P* < 0.05), whereas 9 transcripts were not downregulated (Supplementary Fig. 7b, *P* > 0.05). Thus, while the majority of the cytokine/chemokine targets of CMTM6 are regulated by CMTM6 at the transcriptional level, a small portion of these targets is regulated at the posttranscriptional level in CRC cells.

### Targeting CMTM6 in MC38 cells alters the transcriptome of CAFs, as revealed by spatial transcriptomics

A spatialomics study also detected 18,856 transcripts in CAFs from each AOI. 

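The CAF segments came from the same regions of interest (ROIs, the AOIs of the study) as the MC38 cells: 14 ROIs in control and 13 in CMTM6-knockdown liver metastases, from 3 mice per group. Within each ROI, RNA was taken from the area that stained for desmin, an intermediate filament of stellate cells and other contractile cells, so Des is no finding between the groups. Probe tags of the mouse whole transcriptome panel were counted by sequencing. The sheet used here lists 18855 targets per ROI as signal after a scaling by the authors, whose kind the paper's text does not name. In each ROI, about 99.98% of these values were whole multiples of one step within 0.001 reads, which gave back the reads behind them. Control ROIs held 659571 to 3269149 reads (median 1635294), and knockdown ROIs 76346 to 2776820 (median 1138839). The lowest belonged to ROI 26, in which 9240 targets had 1 read each. Cmtm6, silenced in the injected MC38 cells and not in the fibroblasts, had deposited values of 86.4 ± 12.3 (SD, n = 14 ROIs) in control and 60.3 ± 13.3 (SD, n = 13 ROIs) in CMTM6-knockdown CAFs, so its level here checks nothing about the labels of the samples.
The groups were compared with limma on log2(value + 1), so that a fold change understates the change of targets with low values. The test was made once on the deposited values and once after subtracting each ROI's median over all targets, which gives the change of a gene relative to the median gene, for Cmtm6 0.08 (standard error 0.10, adjusted p = 0.810). A change that all targets share is taken off by this subtraction, so values relative to the median gene cannot show one. P values were adjusted by Benjamini and Hochberg over all targets. The labels do not tie ROIs to mice, and with 14 and 13 ROIs from 3 mice each, some ROIs share an animal, so p-values over ROIs are too small.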

We compared the transcriptome of control CAFs to that of CAFs from CMTM6-knockdown MC38 cell-derived liver metastases, and the results are shown in a volcano plot (Fig. 8a). The data also showed a remarkable shift toward the left, suggesting a transcriptome-wide downregulation of gene expression in the CAFs of CMTM6-knockdown liver metastases (Fig. 8a). 

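Deposited values of nearly all kinds of targets were lower in the knockdown CAFs. All 27 genes of a housekeeping list were lower, with a median log2 fold change of -0.69 (27 lower when adjusted over the list alone). Among 46 genes of activated fibroblasts, such as collagens and contractile proteins, 42 were lower and none was higher (42 lower when adjusted over the list alone). Olfactory, vomeronasal and taste receptors and 7 other families that were not expected in liver or fibroblasts, a measure of background, were lower too: 991 of their 1101 targets passed the test, with a median of -0.60, beside -0.69 over the 11135 targets above that background. Of 7 targets foreign to the mouse, such as Cre recombinase, LacZ and green fluorescent protein, picked after the data were seen, 6 were lower and none was higher.
The median log2 value over all targets was 4.93 ± 0.11 (SD, n = 14 ROIs) in control and 4.33 ± 0.18 (SD, n = 13 ROIs) in knockdown CAFs, a difference of -0.60 with a 95% bootstrap interval of -0.70 to -0.49 (two-sided permutation test, p = 2e-05, the smallest that 100000 resamples can give). The 75th percentile of the deposited values lay between 70.3 and 72.6 in control ROIs and between 43.9 and 56.4 in knockdown ROIs, so that all 13 knockdown ROIs were below every control ROI. In reads before scaling, it was 78.1 ± 32.2 (SD, n = 14 ROIs) and 58.7 ± 36.7 (SD, n = 13 ROIs), and 2 knockdown ROIs were below every control ROI. The mean log2 difference in reads was -0.66 with a 95% bootstrap interval of -1.42 to 0.03 (two-sided permutation test, p = 0.092), and -0.37 without ROI 26. The 2 groups had been scaled separately: the geometric mean of the factors was 1 among the control ROIs alone and 1 among the knockdown ROIs alone. Such scaling keeps each group's mean log2 level of reads, so the 75th percentile of the deposited values differed by the same -0.66. The median log2 fold change over all targets as deposited was -0.66. Both permutation tests treat ROIs that share an animal as independent, which makes their p-values too small. The first was made on values already scaled by group, so its p does not speak for the reads.

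**Figure D1:**
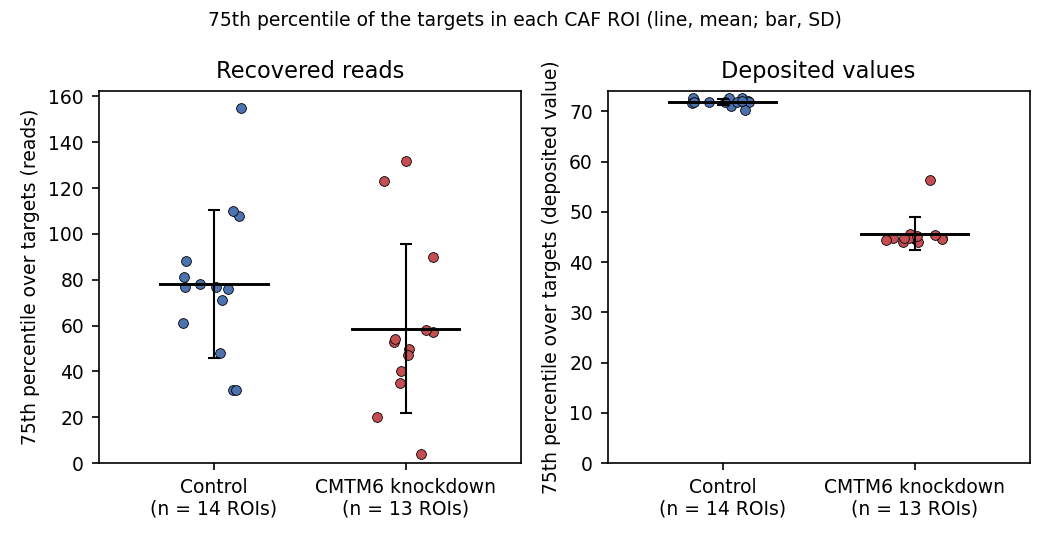
75th percentile over all targets in each CAF ROI, in recovered reads (left) and in deposited values (right), for 14 control and 13 CMTM6-knockdown ROIs (points, ROIs; line, mean; bar, SD). In reads the groups overlap between 32 and 132, and in deposited values they lie apart, at 70.3 or more and at 56.4 or less.

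**Figure D2:**
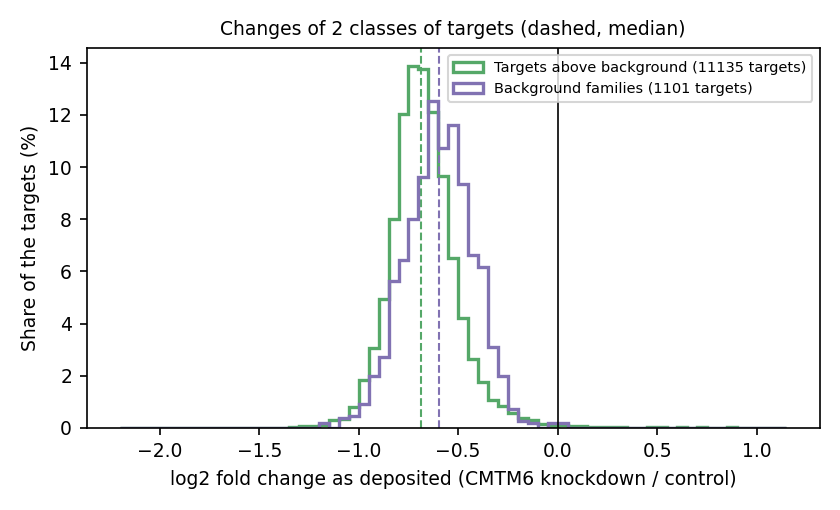
Distribution of the log2 fold change of deposited values, CMTM6 knockdown over control, as a percentage of the targets in each class (dashed lines, medians). The background families (1101 targets, median -0.60) and the targets above background (11135 targets, median -0.69) lie over nearly the same range, in values scaled separately in the 2 groups.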

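In the deposited values, which were scaled separately in the 2 groups, the highest genes in the knockdown CAFs encode proteins that hepatocytes secrete and MHC class II molecules. Alb, the gene of serum albumin, had a log2 fold change of 1.05 (standard error 0.38, adjusted p = 0.00958), Mup13, a major urinary protein, of 0.90, Apoa1, the main protein of high-density lipoprotein, of 0.89, and Fga, the fibrinogen alpha chain, of 0.79. H2-Ab1 and H2-Aa, chains of a class II molecule, stood at 0.74 (standard error 0.21, adjusted p = 0.00175) and 0.62, and Cd74, their invariant chain, at 0.64. The lowest genes above background included Thbs4, a matrix glycoprotein, at -2.05 (standard error 0.40, adjusted p = 2e-05), Esm1, an endothelial proteoglycan, at -1.72, Mest, an imprinted gene, at -1.60, Vegfa, the hypoxia-induced angiogenic factor, at -1.49, Fam162a at -1.40, Areg, a ligand of the epidermal growth factor receptor, at -1.35, Angptl6 at -1.34 and Apln, the ligand of the apelin receptor, at -1.30. With limma's test, 17722 of 18855 targets were lower and 13 were higher at an adjusted p under 0.05. At a fold of 1.5 and an unadjusted P under 0.05, 12582 were lower, and those 7 genes from Alb to Cd74 were higher. Of 36 hepatocyte markers, 6 were higher and 11 lower (3 higher and 8 lower when adjusted over the list alone). Because some ROIs share an animal, these p-values are too small. After each ROI had been scaled to its own 75th percentile, 28 targets were higher and 2 lower at an adjusted p under 0.05. Such scaling also takes off any real change that all targets share.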

When a fold change of 1.5 was set as the threshold, 12,960 transcripts were found to be downregulated and 8 were found to be upregulated in the CAFs of CMTM6-knockdown metastases (Fig. 8a*P* < 0.05). 

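Relative to the median gene, genes induced by low oxygen and genes of glycolysis had the lowest group medians in the knockdown CAFs. The 17 hypoxia genes had a median log2 fold change of -0.39, with Vegfa at -0.89 (adjusted p = 0.0900) and Bnip3, a mitophagy receptor, at -0.68 (adjusted p = 0.276); none passed limma's test, and 6 were lower when adjusted over the list alone. Of 34 glycolysis genes, with a median of -0.21, none passed, while 12 were lower and 1 was higher when adjusted over the list alone. Among them were the enzymes Pgk1 at -0.62 (adjusted p = 0.0899), Ldha at -0.53 (adjusted p = 0.0619) and Eno1 at -0.51 (adjusted p = 0.0955). By edgeR on the recovered reads, run after the data were seen, these 3 enzymes and Vegfa were lower (Ldha, adjusted p = 0.0236), and Hk3, a hexokinase, was higher (adjusted p = 0.0160). Camera, which sets a list against the other genes, gave p = 0.0345 for hypoxia (adjusted p = 0.157) and p = 0.105 for glycolysis (adjusted p = 0.267) with an estimated correlation, and p = 0.470 and p = 0.267 on the deposited values.
Genes of protein synthesis and RNA processing lay slightly below the median gene, and none passed the test. All targets above background, to which these genes belong, had a median of -0.08 on this scale. The medians were -0.16 over 77 genes of the cytosolic ribosome (p = 0.233), -0.14 over 32 translation initiation genes (p = 0.333) and -0.11 over 49 splicing genes (p = 0.545), each p from camera with an estimated correlation. Adjusted over each list alone, none of these genes was higher or lower either. The same holds for 58 genes of oxidative phosphorylation (median -0.01, p = 0.947) and 44 of vesicular trafficking (median -0.06, p = 0.831).
As deposited, in values scaled separately in the 2 groups, 32 of the 33 lists were lower by fry at an adjusted p under 0.05, and hepatocyte markers were not. Against other genes and relative to the median gene, camera with a preset correlation of 0.01 set 18 lists apart, 11 higher and 7 lower, and with an estimated correlation only hepatocyte markers passed. The same test on the deposited values with an estimated correlation set 14 lists apart, 4 higher and 10 lower, among the lower ones the cytosolic ribosome (p = 0.00460), translation initiation (p = 0.00616), splicing (p = 0.0132), oxidative phosphorylation (p = 0.0202) and vesicular trafficking (p = 0.00115). Camera ranks genes by their test statistic, so a shift shared by all targets puts genes with little spread lowest. Oxidative phosphorylation passed as lower with a deposited median of -0.62, above the -0.66 over all targets. Over 838 Reactome sets, the preset correlation gave 44 higher and 60 lower sets and the estimated one 1 higher set. All these tests take ROIs that share an animal as separate samples, so their p-values are too small.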

GSEA revealed that these transcriptomic changes affected biological processes in CAFs, such as translation, RNA metabolism, epigenetics and gene transcription, the cell cycle, DNA damage and repair, protein modification, metabolism, intracellular signaling, and vesicular trafficking (Fig. 8b). For example, the expression of 104 transcripts in the Reactome G1/S transition (Fig. 8c upper panel) and 92 transcripts in the Reactome metabolism of nucleotides in CAFs were affected (Supplementary Fig. 8). 

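All 99 measured genes of the Reactome G1/S transition set were lower in the knockdown CAFs in the deposited values, with log2 fold changes from -0.95 to -0.31 and a median of -0.67. Relative to the median gene their median was -0.07, beside -0.08 over all targets above background. None was higher or lower by limma's test, while at an unadjusted p under 0.05 none was higher and 10 were lower. Cdc7, a kinase that starts DNA replication, stood at -0.26 (adjusted p = 0.388). Of 77 measured genes in the Reactome set for metabolism of nucleotides, 73 were lower as deposited (median -0.69), and none changed relative to the median gene (median -0.09, with 1 higher and 3 lower at an unadjusted p under 0.05).
In 3 lists fixed beforehand, 120 of 120 G1/S genes, 36 of 36 mitosis genes and 87 of 91 genes of nucleotide metabolism were lower as deposited, in the whole test and when adjusted over the list alone. None passed relative to the median gene, also when adjusted over the list alone. On the list of nucleotide metabolism the lowest member was Ak4, an adenylate kinase of mitochondria, at -0.53 (adjusted p = 0.190), and the highest was Entpd1, the ectonucleotidase CD39, at 0.36 (adjusted p = 0.348). By edgeR on recovered reads none was called either. Camera with an estimated correlation gave p = 0.616, p = 0.603 and p = 0.739 for the 3 lists, and p = 0.733 and p = 0.771 for the Reactome sets, relative to the median gene. With a preset correlation the G1/S list passed as lower than other genes (adjusted p = 0.0180) and the others did not. On the deposited values the estimated correlation gave p = 0.0184, p = 0.129 and p = 0.00859 for the lists, and p = 0.0406 and p = 0.0153 for the sets. Both Reactome sets were thus under 0.05 before adjustment, the P that the paper's GSEA used with a limit on the enrichment score. After adjustment the G1/S and nucleotide lists passed as lower by the test statistic that camera ranks (adjusted p = 0.0468 and 0.0284), and the mitosis list and both Reactome sets did not (adjusted p = 0.191, 0.110 and 0.0638). The deposited values were scaled separately in the 2 groups, and p-values over ROIs of shared animals are too small.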

TGFβ signaling is critical for CAF activation^36,46^. Seventy-two transcripts related to Reactome signaling by the TGFbeta receptor complex were suppressed (Fig. 8c, lower panel), which was consistent with the results of IF staining for αSMA showing that the CAF density was lower in CMTM6-knockdown liver metastases than in control liver metastases (Supplementary Fig. 4, *P* < 0.01). Thus, CMTM6 in CRC cells regulates the transcriptome of both CRC cells and adjacent CAFs to promote colorectal liver metastasis.

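Genes of TGFβ signaling were lower in the deposited values, and most lay slightly below the median gene once the level of each ROI was taken off. The medians were then -0.13 for the Reactome set and -0.13 for a wider list fixed beforehand, of whose 81 genes 15 lay above 0. Over all targets above background the median was -0.08 on this scale. All 67 measured genes of the Reactome TGFβ receptor complex set were lower as deposited, with log2 fold changes from -1.12 to -0.33, as were all 81 genes of the list (81 when adjusted over the list alone). Relative to the median gene, Tgfb1, the ligand, stood at -0.08 (standard error 0.12, adjusted p = 0.836), its receptors Tgfbr1 at 0.08 (adjusted p = 0.867) and Tgfbr2 at -0.04 (adjusted p = 0.955), and Tgif1, a repressor of the pathway's targets, at -0.38 (adjusted p = 0.348). None of the 67 or the 81 genes passed limma's test relative to the median gene or by edgeR, and none of the 81 did when adjusted over the list alone. Of the 67, 1 was higher and 10 were lower at an unadjusted p under 0.05. Camera with an estimated correlation gave p = 0.342 for the Reactome set and p = 0.337 for the list relative to the median gene. With a preset correlation of 0.01 both passed as lower than other genes (adjusted p = 0.0116 and 0.00195). On the deposited values the estimated correlation gave p = 0.000468 for the set (adjusted p = 0.0151) and p = 0.000205 for the list (adjusted p = 0.00678), both lower by the test statistic that camera ranks.
Acta2, which encodes αSMA, had deposited values of 550 ± 221 (SD, n = 14 ROIs) in control and 448 ± 233 (SD, n = 13 ROIs) in CMTM6-knockdown CAFs and stood at 0.16 (standard error 0.25, adjusted p = 0.860) relative to the median gene. The paper's IF measured the density of αSMA-stained CAFs in the metastases, which RNA within desmin-stained segments cannot show. Dcn, the proteoglycan decorin, stood at 0.35 (adjusted p = 0.225), and Col11a1, a fibrillar collagen of activated fibroblasts, at -0.57 (adjusted p = 0.268). None of the 46 genes of activated fibroblasts passed relative to the median gene or when adjusted over the list alone (median -0.02, p = 0.861 from camera with an estimated correlation). Of 24 genes of quiescent stellate cells, 20 were lower as deposited (20 when adjusted over the list alone) and none passed relative to the median gene (1 higher and 1 lower when adjusted over the list alone, p = 0.267). By edgeR 1 of the 24 was lower. Of 31 genes of PDGF signaling, 30 were lower as deposited (30 when adjusted over the list alone) and none passed relative to the median gene or when adjusted over the list alone (p = 0.923, and p = 0.00223 on the deposited values), with Pdgfb at -0.30 (adjusted p = 0.445). Deposited values were scaled separately in the 2 groups, and with some ROIs from one animal these p-values are too small.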

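Beside the level shared by all targets, several genes of MHC class II molecules were higher in the knockdown CAF segments. Relative to the median gene, H2-Ab1 had a log2 fold change of 1.34 (standard error 0.21, adjusted p = 0.00249), Cd74 of 1.25 (standard error 0.20, adjusted p = 0.00249), H2-Aa of 1.22 (adjusted p = 0.0113) and H2-Eb1 of 1.09 (adjusted p = 0.0208). Picked after the data were seen were Ciita, the transactivator of class II genes, at 0.91 (adjusted p = 0.0137), and H2-DMa and H2-DMb1, which load peptides, at 0.82 (adjusted p = 0.0208) and 0.93 (adjusted p = 0.00421). Of 27 genes of inflammatory and antigen-presenting CAFs, 4 were higher and none was lower (8 higher and 1 lower when adjusted over the list alone), and camera gave p = 0.00318 with an estimated correlation (adjusted p = 0.0524). These 4 were again H2-Ab1, Cd74, H2-Aa and H2-Eb1, so the count adds no further gene. Of 80 measured genes in the Reactome set for MHC class II antigen presentation, which also holds genes of vesicle transport, 6 were higher and none was lower (8 higher and 1 lower when adjusted over the list alone). Its median was -0.05, and camera gave p = 0.622 with an estimated correlation. Of 31 macrophage markers 1, Cd74, was higher (8 higher and 1 lower when adjusted over the list alone, p = 0.0380 with an estimated correlation, adjusted p = 0.157), with Tyrobp, an adaptor of myeloid receptors, at 0.51 (adjusted p = 0.0985). Of 14 dendritic cell markers 1, H2-Ab1, was higher (2 higher when adjusted over the list alone, p = 0.0487, adjusted p = 0.179). By edgeR 7 of the 27 genes of inflammatory and antigen-presenting CAFs, 4 macrophage and 2 dendritic cell markers were higher, and none was lower.
Genes of hepatocytes were higher too. Mup13, which is not on the list of hepatocyte markers, stood at 1.50 (standard error 0.31, adjusted p = 0.0269), Apoa1 at 1.49 (adjusted p = 0.0409), Fga at 1.39 (adjusted p = 0.0113), Serpina3k, a serine protease inhibitor of plasma, at 1.13 (adjusted p = 0.0424), and Cyp2e1, a drug-metabolizing cytochrome, at 1.14 (adjusted p = 0.0128), while Alb stood at 1.66 (adjusted p = 0.0619). Of 36 hepatocyte markers, 5 were higher and none was lower (16 higher and 1 lower when adjusted over the list alone; p = 0.00149 with an estimated correlation, adjusted p = 0.0491). Nkg7, a granule protein of cytotoxic lymphocytes, was higher at 0.71 (adjusted p = 0.00411), and so were genes singled out after the data were seen: Coro1a, an actin regulator of leukocytes, at 0.62 (adjusted p = 0.00411), and Ubd, a ubiquitin-like protein induced by interferon γ, at 1.09 (adjusted p = 0.00824). Of 39 interferon response genes none passed (3 higher when adjusted over the list alone, p = 0.527 with an estimated correlation), with Cxcl9, an attractant of T cells, at 1.18 (adjusted p = 0.0618). By edgeR 17 hepatocyte markers and 2 interferon response genes, among them Cxcl9 (adjusted p = 0.00855), were higher, and none was lower. Erdr1 was the only gene lower by limma's test, at -0.60 (standard error 0.13, adjusted p = 0.0307), while edgeR called 16 genes lower.

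**Figure D3:**
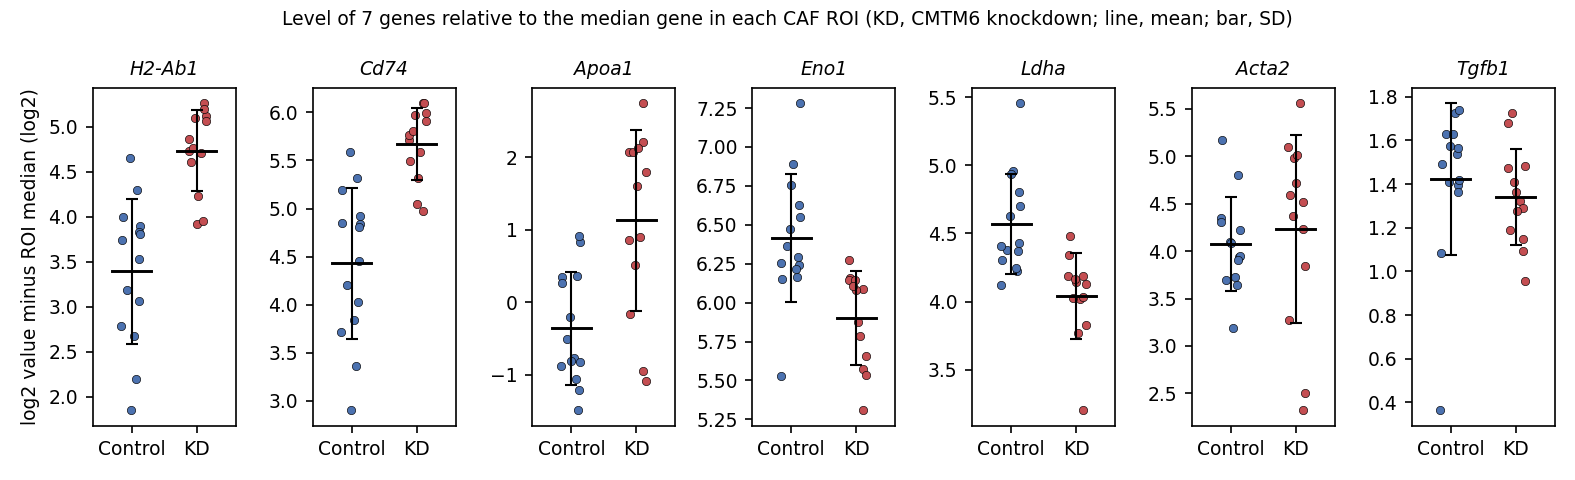
Log2 value minus the ROI's median over all targets for 7 genes in 14 control and 13 CMTM6-knockdown (KD) ROIs (points, ROIs; line, mean; bar, SD). H2-Ab1 and Cd74 lie above the control median in all 13 knockdown ROIs, Eno1 lies below it in all 13 and Ldha in 12, and the groups overlap for Acta2 and Tgfb1.

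In all, limma's test called 21 genes higher and 1 lower relative to the median gene. Leaving out 1 ROI at a time gave 12 to 56 calls, and 12 of the 22 genes were called in all 27 such fits, among them H2-Ab1, Cd74, H2-Aa, Ciita, Fga, Cyp2e1, Nkg7, Coro1a and Ubd. H2-DMa was called in 26 of them, H2-Eb1 in 23, Mup13 in 17, Apoa1 in 11, Serpina3k in 10 and Erdr1 in 18. ROIs that share an animal make these p-values too small. From the shift in the volcano plot the paper proposes that gene expression fell across the transcriptome of the CAFs. From the transcripts lower in CAFs, with the gene sets for the G1/S transition and TGFβ signaling among them (Fig. 8), and from those of MC38 cells, the paper concludes that CMTM6 in cancer cells regulates the transcriptome of both cell types and so promotes liver metastasis. The paper also reports a lower CAF density by αSMA IF, less secretion of cytokines and suppressed liver metastasis after portal vein injection of knockdown cells. None of these was analysed here.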

**Fig. 8:**
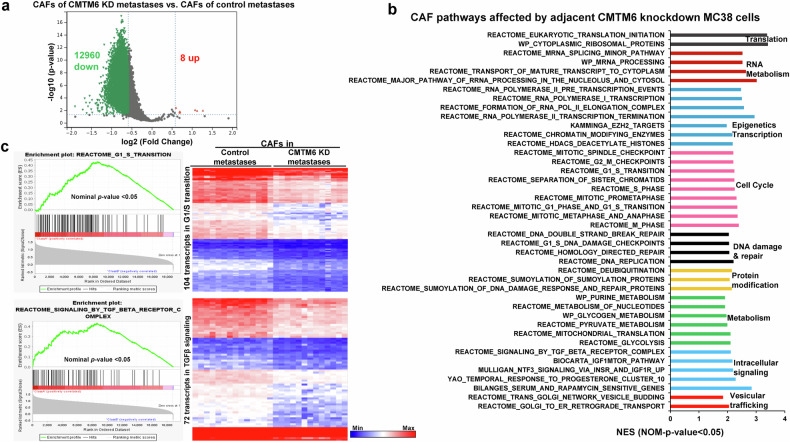
Targeting CMTM6 in MC38 cells alters the transcriptome of adjacent CAFs. **a** Volcano plot showing 12960 downregulated and 8 upregulated transcripts in CAFs of CMTM6-knockdown liver metastases compared to control liver metastases. The horizontal line represents *P* < 0.05, and the vertical lines represent a fold change of 1.5**. b** The CAF pathways and cellular processes that were affected by targeting CMTM6 in MC38 cells were identified by GSEA (NES > 1 and *P* < 0.05, *n* = 14,13). **c** Two CAF gene sets whose trans**c**ripts were affected by the targeting of CMTM6 in MC38 cells are shown. Transcript enrichment is shown by an enrichment plot (left panel), and gene expression levels are shown by a heatmap (right panel). *n* = 14,13. The bar represents the minimum (blue) to the maximum expression level (red).

## Discussion

The majority of previous studies on the role of CMTM6 have focused on how CMTM6 maintains PD-L1 protein levels and targets PD-L1 to the PM, which are processes that are closely related to immune evasion in cancer. This study focused on the role of CMTM6 in glycolysis and the transcriptome, and this study revealed that CMTM6 is required for maintaining the transcriptome of CRC cells, targeting Glut1 to the PM for glycolysis, and promoting cell cycle progression in CRC cells. In vivo, CMTM6 is required for subcutaneous CRC growth in immunocompromised mice and for MC38 cell-derived CRC liver metastatic growth in C57BL/6 mice. By performing targeted proteomics and IF studies, we further showed that CMTM6 in CRC cells controls the secretion of 60 cytokines/chemokines and recruits CAFs to establish an immunosuppressive microenvironment for CRC liver metastases. Moreover, spatial transcriptomics confirmed that global transcriptomic changes occurred in CAFs of CRC liver metastases as a result of targeting CMTM6 in MC38 cells. Thus, CMTM6 plays multifaceted roles in CRC liver metastasis.

GSEA revealed that two pathways, the Fischer G2/M cell cycle pathway and the Reactome glucose metabolism pathway, were affected by CMTM6 knockdown in HCT116 cells. Cell cycle analysis confirmed that CMTM6 knockdown disrupted cell cycle progression, as the number of CMTM6-knockdown CRC cells in the G2 phase of the cell cycle was increased. Our findings suggest the requirement of CMTM6 for CRC cell cycle progression, which is different from the role of CMTM6 in hepatocellular carcinoma (HCC)^25^. Wang et al. showed that CMTM6 suppresses the proliferation of HCC cells by blocking the G1-to-S phase transition by stabilizing p21 and inactivating the pRB/E2F pathway^25^. Interestingly, patient data from the TCGA support the conclusion that CMTM6 plays different roles in CRC and HCC; CMTM6 expression is upregulated in patient CRC tissues but downregulated in HCC tissues compared to normal control tissues. Thus, the role and mechanism of CMTM6 appear to be determined by the specific type of cancer.

Targeted proteomics was used to identify 60 cytokines/chemokines as CMTM6 targets because their secretion was blocked by CMTM6 knockdown. Members of the Rab small GTPase family regulate membrane trafficking, including vesicle formation, vesicle movement inside the cell, and membrane fusion, and thus, they regulate the transport of cargo proteins from the Golgi to the PM and their secretion out of the cell; this process is termed exocytosis^47^. Although the role of Rab11 in exocytosis has been demonstrated^42,48^, other Rabs, such as Rab3, Rab4, and Rab6, are required for exocytosis^49,50^. Since some of the cytokine/chemokine targets of CMTM6 are posttranscriptionally regulated by CMTM6 (Supplementary Fig. 7b), we hypothesize that in addition to the function of Rab11, CMTM6 may be important for the function of other members of the Rab small GTPase family that are involved in protein trafficking and exocytosis.

Spatial transcriptomics revealed that global transcriptomic changes occurred in CMTM6-knockdown MC38 cell-derived liver metastases compared to control metastases, and these changes may be explained by the following reasons. (1) Some glycolysis-derived metabolites and intermediaries directly participate in DNA and RNA synthesis or regulate gene transcription via epigenetic mechanisms. For example, the pentose phosphate pathway, which is a branch of the glycolysis pathway, generates ribose 5-phosphate (R5P), which is used in the synthesis of nucleotides and nucleic acids. Serine, which is synthesized de novo from the glycolysis intermediate 3-phosphoglyceric acid, enters folate metabolism (one-carbon metabolism) to form 5,10-methylene tetrahydrofolate, which is required for DNA, RNA, and methionine synthesis. *S*-Adenosyl methionine is a methyl donor that is involved in the methylation of DNA, RNA, and histones. Moreover, acetyl-CoA, which is another glycolytic metabolite, is an acetyl donor that is involved in the histone acetylation that is required for gene transcription. Targeting CMTM6 led to the suppression of glycolysis and the production of these metabolites, thereby influencing the transcription of genes in CRC cells. (2) PM receptors are required for signal transduction and gene transcription in the nucleus. Many PM receptors are targeted to the PM via a Rab11-dependent mechanism. CMTM6 knockdown suppressed Rab11 mRNA levels and Rab11 activity, so PM receptor-mediated signal transduction and transcription programs may be affected in CMTM6-knockdown cells. (3) CMTM6-knockdown liver metastases cannot efficiently recruit CAFs. CAFs are another major producer of growth factors, cytokines, and chemokines that in turn act on CRC cells to modulate CRC gene transcription via paracrine mechanisms. Thus, the lack of CAFs and CAF-derived factors in the hepatic tumor microenvironment could impact the transcriptome of CRC cells in liver metastases.

In summary, we identified a mechanism underlying the Warburg effect by which CMTM6 forms a complex with Glut1 and Rab11 in endosomes, and this complex is required for the Rab11-dependent transport of Glut1 to the PM, glucose uptake, and glycolysis in CRC cells. Functionally, CMTM6 is required for maintaining the transcriptome, cell cycle progression, and liver metastasis of CRC in mice. Since the Warburg effect is a common metabolic feature of cancer cells, understanding the structural basis of the CMTM6/Glut1 interaction may provide opportunities for the design of drugs that target the CMTM6/Glut1 interaction. In this regard, future studies could focus on using structural biology approaches to determine how CMTM6 binds to Glut1 and in order to disrupt the structure of the interface that mediates the CMTM6/Glut1 interaction. The information obtained will help us identify appropriate strategies, such as screening small molecule libraries or drug libraries, to search for compounds that can be used to disrupt the Warburg effect and suppress CRC liver metastasis.

## Supplementary information

Supplementary Information

## Data Availability

RNA sequencing data: GSE252571: token: whelyowwdnsvnuj. Spatialomics data: GSE253937: token: chkfwquadlgtnwl; GSE253938: token: ujozymyqhxkvpmj. The datasets that were generated and/or analyzed during this study are available from the corresponding author upon reasonable request.

## References

[1] Tsilimigras, D. I. et al. Liver metastases. *Nat. Rev. Dis. Prim.***7**, 27 (2021).33859205 10.1038/s41572-021-00261-6

[2] Faubert, B., Solmonson, A. & DeBerardinis, R. J. Metabolic reprogramming and cancer progression. *Science***368**, eaaw5473 (2020).32273439 10.1126/science.aaw5473PMC7227780

[3] Yang, F. et al. Metabolic reprogramming and its clinical implication for liver cancer. *Hepatology***78**, 1602–1624 (2023).36626639 10.1097/HEP.0000000000000005PMC10315435

[4] Vander Heiden, M. G., Cantley, L. C. & Thompson, C. B. Understanding the Warburg effect: the metabolic requirements of cell proliferation. *Science***324**, 1029–1033 (2009).19460998 10.1126/science.1160809PMC2849637

[5] Potter, M., Newport, E. & Morten, K. J. The Warburg effect: 80 years on. *Biochem Soc. Trans.***44**, 1499–1505 (2016).27911732 10.1042/BST20160094PMC5095922

[6] Izuishi, K. et al. Molecular mechanisms of [18F]fluorodeoxyglucose accumulation in liver cancer. *Oncol. Rep.***31**, 701–706 (2014).24297035 10.3892/or.2013.2886

[7] Akiyoshi, T. et al. Comparison of preoperative whole-body positron emission tomography with MDCT in patients with primary colorectal cancer. *Colorectal Dis.***11**, 464–469 (2009).18637927 10.1111/j.1463-1318.2008.01643.x

[8] Szablewski, L. Expression of glucose transporters in cancers. *Biochim. Biophys. Acta***1835**, 164–169 (2013).23266512 10.1016/j.bbcan.2012.12.004

[9] Haber, R. S. et al. GLUT1 glucose transporter expression in colorectal carcinoma: a marker for poor prognosis. *Cancer***83**, 34–40 (1998).9655290 10.1002/(sici)1097-0142(19980701)83:1<34::aid-cncr5>3.0.co;2-e

[10] Cooper, R. et al. Glucose transporter-1 (GLUT-1): a potential marker of prognosis in rectal carcinoma? *Br. J. Cancer***89**, 870–876 (2003).12942120 10.1038/sj.bjc.6601202PMC2394489

[11] Wieman, H. L., Wofford, J. A. & Rathmell, J. C. Cytokine stimulation promotes glucose uptake via phosphatidylinositol-3 kinase/Akt regulation of Glut1 activity and trafficking. *Mol. Biol. Cell***18**, 1437–1446 (2007).17301289 10.1091/mbc.E06-07-0593PMC1838986

[12] Cohen, M. et al. Live imaging of GLUT2 glucose-dependent trafficking and its inhibition in polarized epithelial cysts. *Open Biol.***4**, 140091 (2014).25056286 10.1098/rsob.140091PMC4118605

[13] Uhlig, M., Passlack, W. & Eckel, J. Functional role of Rab11 in GLUT4 trafficking in cardiomyocytes. *Mol. Cell Endocrinol.***235**, 1–9 (2005).15866422 10.1016/j.mce.2005.02.004

[14] Du, W. et al. IFN-gamma/mTORC1 decreased Rab11 in Schwann cells of diabetic peripheral neuropathy, inhibiting cell proliferation via GLUT1 downregulation. *J. Cell Physiol.***235**, 5764–5776 (2020).31970777 10.1002/jcp.29510

[15] Wang, Y. et al. Targeting Src SH3 domain-mediated glycolysis of HSC suppresses transcriptome, myofibroblastic activation, and colorectal liver metastasis. *Hepatology*10.1097/HEP.0000000000000763 (2024).10.1097/HEP.0000000000000763PMC1126653238271673

[16] Wu, J., Li, L., Wu, S. & Xu, B. CMTM family proteins 1-8: roles in cancer biological processes and potential clinical value. *Cancer Biol. Med*. **17**, 528–542 (2020).32944388 10.20892/j.issn.2095-3941.2020.0032PMC7476098

[17] Burr, M. L. et al. CMTM6 maintains the expression of PD-L1 and regulates anti-tumour immunity. *Nature***549**, 101–105 (2017).28813417 10.1038/nature23643PMC5706633

[18] Mezzadra, R. et al. Identification of CMTM6 and CMTM4 as PD-L1 protein regulators. *Nature***549**, 106–110 (2017).28813410 10.1038/nature23669PMC6333292

[19] Gao, H. et al. CMTM6 as a potential therapy target is associated with immunological tumor microenvironment and can promote migration and invasion in pancreatic adenocarcinoma. *Funct. Integr. Genomics***23**, 306 (2023).37726578 10.1007/s10142-023-01235-5PMC10509136

[20] Wei, L., Wei, Q., Yang, X. & Zhou, P. CMTM6 knockdown prevents glioma progression by inactivating the mTOR pathway. *Ann. Transl. Med.***10**, 181 (2022).35280358 10.21037/atm-21-6894PMC8908166

[21] Chen, L. et al. Targeting CMTM6 Suppresses Stem Cell-like Properties And Enhances Antitumor Immunity In Head And Neck Squamous Cell Carcinoma. *Cancer Immunol. Res***8**, 179–191 (2020).31771985 10.1158/2326-6066.CIR-19-0394

[22] Huang, X. et al. CMTM6 as a candidate risk gene for cervical cancer: Comprehensive bioinformatics study. *Front Mol. Biosci.***9**, 983410 (2022).36589225 10.3389/fmolb.2022.983410PMC9798917

[23] Liu, Q. et al. CMTM6 promotes hepatocellular carcinoma progression through stabilizing beta-catenin. *Cancer Lett.***583**, 216585 (2023).38101607 10.1016/j.canlet.2023.216585

[24] Huang, X. et al. CMTM6 promotes migration, invasion, and EMT by interacting with and stabilizing vimentin in hepatocellular carcinoma cells. *J. Transl. Med***19**, 120 (2021).33757532 10.1186/s12967-021-02787-5PMC7989033

[25] Huang, Y. et al. CMTM6 inhibits tumor growth and reverses chemoresistance by preventing ubiquitination of p21 in hepatocellular carcinoma. *Cell Death Dis.***13**, 251 (2022).35304440 10.1038/s41419-022-04676-1PMC8933468

[26] Liu, C. et al. IQGAP1 suppresses TbetaRII-mediated myofibroblastic activation and metastatic growth in liver. *J. Clin. Invest***123**, 1138–1156 (2013).23454766 10.1172/JCI63836PMC3582119

[27] Dou, C. et al. P300 acetyltransferase mediates stiffness-induced activation of hepatic stellate cells into tumor-promoting myofibroblasts. *Gastroenterology***154**, 2209–2221.e2214 (2018).29454793 10.1053/j.gastro.2018.02.015PMC6039101

[28] Wang, Y. et al. p300 acetyltransferase is a cytoplasm-to-nucleus shuttle for SMAD2/3 and TAZ nuclear transport in transforming growth factor beta-stimulated hepatic stellate cells. *Hepatology***70**, 1409–1423 (2019).31004519 10.1002/hep.30668PMC6783326

[29] Kang, N. et al. Focal adhesion assembly in myofibroblasts fosters a microenvironment that promotes tumor growth. *Am. J. Pathol.***177**, 1888–1900 (2010).20802179 10.2353/ajpath.2010.100187PMC2947284

[30] Decker, N. K. et al. Nitric oxide regulates tumor cell cross-talk with stromal cells in the tumor microenvironment of the liver. *Am. J. Pathol.***173**, 1002–1012 (2008).18755846 10.2353/ajpath.2008.080158PMC2543069

[31] Chen, Y. et al. Focal adhesion kinase promotes hepatic stellate cell activation by regulating plasma membrane localization of TGFbeta receptor 2. *Hepatol. Commun.***4**, 268–283 (2020).32025610 10.1002/hep4.1452PMC6996408

[32] Liu, D. et al. Protein diaphanous homolog 1 (Diaph1) promotes myofibroblastic activation of hepatic stellate cells by regulating Rab5a activity and TGFbeta receptor endocytosis. *FASEB J.***34**, 7345–7359 (2020).32304339 10.1096/fj.201903033RPMC7686927

[33] Sun, L. et al. PD-L1 promotes myofibroblastic activation of hepatic stellate cells by distinct mechanisms selective for TGF-beta receptor I versus II. *Cell Rep.***38**, 110349 (2022).35139382 10.1016/j.celrep.2022.110349PMC8903892

[34] Tu, K. et al. Vasodilator-stimulated phosphoprotein promotes activation of hepatic stellate cells by regulating Rab11-dependent plasma membrane targeting of transforming growth factor beta receptors. *Hepatology***61**, 361–374 (2015).24917558 10.1002/hep.27251PMC4262723

[35] Liu, C. et al. PDGF receptor-alpha promotes TGF-beta signaling in hepatic stellate cells via transcriptional and posttranscriptional regulation of TGF-beta receptors. *Am. J. Physiol. Gastrointest. Liver Physiol.***307**, G749–G759 (2014).25169976 10.1152/ajpgi.00138.2014PMC4187064

[36] Kang, N., Shah, V. H. & Urrutia, R. Membrane-to-nucleus signals and epigenetic mechanisms for myofibroblastic activation and desmoplastic stroma: Potential therapeutic targets for liver metastasis? *Mol. cancer Res.***13**, 604–612 (2015).25548101 10.1158/1541-7786.MCR-14-0542PMC4398610

[37] Affo, S. et al. Promotion of cholangiocarcinoma growth by diverse cancer-associated fibroblast subpopulations. *Cancer Cell***39**, 866–882.e811 (2021).33930309 10.1016/j.ccell.2021.03.012PMC8241235

[38] Bhattacharjee, S. et al. Tumor restriction by type I collagen opposes tumor-promoting effects of cancer-associated fibroblasts. *J. Clin. Invest***131**, e146987 (2021).33905375 10.1172/JCI146987PMC8159701

[39] Wan, P. et al. Guidance receptor promotes the asymmetric distribution of exocyst and recycling endosome during collective cell migration. *Development***140**, 4797–4806 (2013).24198275 10.1242/dev.094979

[40] Butterworth, M. B. et al. Rab11b regulates the trafficking and recycling of the epithelial sodium channel (ENaC). *Am. J. Physiol. Ren. Physiol.***302**, F581–F590 (2012).10.1152/ajprenal.00304.2011PMC335364722129970

[41] Grant, B. D. & Donaldson, J. G. Pathways and mechanisms of endocytic recycling. *Nat. Rev. Mol. Cell Biol.***10**, 597–608 (2009).19696797 10.1038/nrm2755PMC3038567

[42] Takahashi, S. et al. Rab11 regulates exocytosis of recycling vesicles at the plasma membrane. *J. Cell Sci.***125**, 4049–4057 (2012).22685325 10.1242/jcs.102913

[43] Campa, C. C. et al. Rab11 activity and PtdIns(3)P turnover removes recycling cargo from endosomes. *Nat. Chem. Biol.***14**, 801–810 (2018).29915378 10.1038/s41589-018-0086-4

[44] Chakravarthy, A., Khan, L., Bensler, N. P., Bose, P. & De Carvalho, D. D. TGF-beta-associated extracellular matrix genes link cancer-associated fibroblasts to immune evasion and immunotherapy failure. *Nat. Commun.***9**, 4692 (2018).30410077 10.1038/s41467-018-06654-8PMC6224529

[45] Jenkins, L. et al. Cancer-associated fibroblasts suppress CD8+ T-cell infiltration and confer resistance to immune-checkpoint blockade. *Cancer Res.***82**, 2904–2917 (2022).35749591 10.1158/0008-5472.CAN-21-4141PMC9379365

[46] Kang, N., Gores, G. J. & Shah, V. H. Hepatic stellate cells: partners in crime for liver metastases? *Hepatology***54**, 707–713 (2011).21520207 10.1002/hep.24384PMC3145026

[47] Fischer von Mollard, G., Stahl, B., Li, C., Sudhof, T. C. & Jahn, R. Rab proteins in regulated exocytosis. *Trends Biochem Sci.***19**, 164–168 (1994).8016866 10.1016/0968-0004(94)90278-x

[48] Escrevente, C., Bento-Lopes, L., Ramalho, J. S. & Barral, D. C. Rab11 is required for lysosome exocytosis through the interaction with Rab3a, Sec15 and GRAB. *J. Cell Sci.***134**, jcs246694 (2021).34100549 10.1242/jcs.246694PMC8214760

[49] Darchen, F. & Goud, B. Multiple aspects of Rab protein action in the secretory pathway: Focus on Rab3 and Rab6. *Biochimie***82**, 375–384 (2000).10865125 10.1016/s0300-9084(00)00219-4

[50] Ohnishi, H. et al. Involvement of Rab4 in regulated exocytosis of rat pancreatic acini. *Gastroenterology***116**, 943–952 (1999).10092317 10.1016/s0016-5085(99)70078-8

# Supplementary material for: CMTM6 mediates the Warburg effect and promotes the liver metastasis of colorectal cancer
**Source:** Exp Mol Med. 2024 Sep 2;56(9):2002–15. doi: 10.1038/s12276-024-01303-1
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Materials and Methods

Cell lines. Human colorectal cancer (CRC) cell lines, HCT116 and KM12L4, were purchased from ATCC (Manassas, VA, USA) and they were authenticated by short-tandem repeat DNA profiling by Genetica DNA Laboratories (Cincinnati, OH). MC38 mouse colorectal cancer cells were kindly provided by Dr. Steven A. Rosenberg at the National Cancer Institute¹⁻³. Cells were monitored for mycoplasma infection and they were free of infection during the experiments.

Antibodies and reagents. Antibodies for Western blot (WB): anti-Glut1 (1:20,000; ab115730 Abcam, Cambridge, UK), anti-CMTM6 antibody (1:1000; 903295 Cell Signaling Technology, Danvers, MA), anti-Rab11 (1:500; 5589 Cell Signaling Technology), anti-active Rab11 antibody (1:500; 26919 NewEast Bioscience, Kelayres, PA), anti-cleaved caspase 3 (D175) (1:1000; 9664 Cell Signaling Technology), anti-GAPDH (1:1000; 2118 Cell Signaling Technology), anti-DYKDDDDK (1:1000; 2368 Cell Signaling Technology); and anti-HA (C29F4) (1:1000; 3724 Cell Signaling Technology).

Antibodies for immunofluorescence (IF): anti-CMTM6 (1:500; 90329 Cell Signaling Technology), anti-Glut1(1:1000; ab238050 Abcam), anti-Glut1(1:4000; ab115730 Abcam), anti-HA 647-conjugated (1:200; sc-7392 Santa Cruz Biotechnology, Dallas, TX); Anti-FLAG (M2) (1:4000; F1804 MilliporeSigma, Burlington, MA), anti-cleaved caspase 3 (D175) (1:1000; 9664 Cell Signaling Technology), anti-Ki67 (ab15580 abcam), anti-Desmin (Y66) (ab32362 Abcam), and anti-pan cytokeratin (C11) (1:500; sc-8018 Santa Cruz Biotechnology), anti-CD8a (1:150; ab209775 Abcam), anti-CD20 (1: 150; ab64088 Abcam), anti-Granzyme B (1:250; AF1865 R & D Systems, Minneapolis, MN), anti-F4/80 (1:200; sc-25830 Santa Cruz Biotechnology), anti-NK-

1.1 (1:150; 553165 BD Pharmingen, Becton, Dickinson, and Company, NJ), anti-FoxP3 (1:100; sc-166212 Santa Cruz Biotechnology).

Bafilomycin (1334 Tocris, Minneapolis MN), MG132 (10012628 Cayman Chemical Company, Ann Arbor, MI), E64d (4545 Tocris), and Pepstatin A (51648 Calbiochem, Millipore Sigma). If a mouse monoclonal antibody was used to stain mouse liver metastases, the M.O.M. Immunodetection Kit, Fluorescein, was used (FMK-2201 Vector Laboratories, Newark, CA).

Viral constructs and viral transduction of CRC cells. Lentiviral constructs encoding CMTM6 shRNA were obtained from the Sigma MISSION shRNA library (MilliporeSigma). CMTM6 shRNA1 (TRCN0000129143) and CMTM6 shRNA2 (TRCN0000130201) target human CMTM6; Cmtm6 shRNA1 (TRCN0000121354), Cmtm6 shRNA2 (TRCN0000121355), and Cmtm6 shRNA3 (TRCN0000121356) target mouse CMTM6. A construct encoding a non-targeting shRNA was used as a control (SHC202; MilliporeSigma). CMTM6 cDNA (OHu24864 GenScript Biotech Piscataway, NJ) was inserted into the retroviral pMMP vector by standard PCR-based subcloning techniques with HA added to its C terminus. The pMMPRab11-FLAG vector was created in the lab previously⁴, and based on the pMMPRab11-FLAG vector, pMMPRab11Q70L-FLAG was generated by Q5 Site-Directed Mutagenesis (#E0554 New England Biolabs Ipswich, MA). All constructs were confirmed by sequencing and WB before the experiments.

Replication-defective lentiviruses and retroviruses were generated by transfecting 293T/17 cells with three specific plasmids by the Effectene Transfection Reagent (301425 Qiagen, Tegelen, Netherlands), as previously described^{1, 5, 6}. Cell culture supernatants containing virial particles were collected 48 and 72 hours later and the viruses were stored at -80°C. Viral transduction of the cells was done by incubating the cells at 37°C overnight with virus-containing supernatant (1:1

dilution by completed DMEM medium) supplemented with polybrene (8 µg/mL). Cells were collected 72 hours later for subsequent studies.

Cell proliferation assay and 3D tumor spheroid culture. CRC cells were seeded into a 96-well plate at a density of 5×10^3 per well and measurements were made at 5 time points, 0, 24, 48, 72 and 96 hours, with CellTiter 96® AQueous One Solution Cell Proliferation Assay kit according to the manufacturer's instructions (G3582 Promega, Madison, WI). Briefly, 20 µL of MTS reagent was added into each well containing 100 µL medium and the absorbance at 490 nm was measured by an Epoch microplate reader (11-120-570 Thermo Fisher Scientific, Waltham, MA) after the cells were incubated at 37°C for 3 hours. Each group had 5 replicates.

The Nunclon Sphera 96-well U-bottom ultra-low attachment cell culture plates were used to induce 3D tumoroids (174925 Thermo Fisher Scientific). HCT116 cells were seeded at a density of 3×10^3 cells per well, and MC38 cells were seeded at 5×10^3 cells per well, and the cells self-assembled into one 3D spheroid in each well 48 hours later. More than 10 spheroids per group were photographed under an EVOS FL imaging system (12-563-631 Thermo Fisher Scientific), and they were calculated by the equation: $\text{volume} = (\text{width})^2 \times \text{length} / 2$.

Cell viability in the tumoroids was analyzed using LIVE/DEAD™ Viability/Cytotoxicity Kit (L3224 Invitrogen, Thermo Fisher Scientific). In brief, cell-permeant Calcein AM was first mixed with Ethidium homodimer-1 dye, and 20 µL of the dye mix were added into each well of the culture plate. Calcein AM was converted to intensely green fluorescent calcein (ex/em ~495 nm/~515 nm) in live cells, and Ethidium homodimer-1 produced a bright red fluorescence (ex/em ~495 nm/~635 nm) after binding to nucleic acids of dead cells. After incubation with the dye mix for 15 minutes at 20°C - 25°C, green and red fluorescent signals in the tumoroids were captured

under an Axio observer microscope with a 20× lens (Zeiss, Oberkochen, Germany) and the Zen Blue software (Zeiss, Germany).

The compactness of tumor spheroids was evaluated by incubating the tumoroids with Dil-Dye (D3911 ThermoFisher Scientific). Dil-Dye was added into each well of the plate (2.5 µg/mL), and the tumoroids were imaged 4 hours later under the Axio observer with the Zen Blue software.

Cell membrane integrity assessment by Propidium iodide (PI) staining. Control and CMTM6 knockdown HCT116 cells in cell culture dishes were incubated with PBS containing 1 µg/mL PI. Cells positive for PI staining (red fluorescent) were immediately examined and counted under a fluorescence microscope with a 20x lens, and the percentage of PI positive cells in each group was calculated.

Colony formation assay. Colony formation assay was used to assess the ability of a single cell to form a colony in culture. HCT116 cells transduced with NT shRNA lentiviruses or CMTM6 shRNA lentiviruses were seeded into the well of a 6-well-culture plate (500 cells per well). HCT116 colonies were induced by incubation of the cells in DMEM culture medium containing 10% fetal bovine serum in a standard cell culture incubator supplied with 5% CO₂. Two weeks later, the colonies were fixed in 4% paraformaldehyde and stained by crystal violet (0.5% w/v) for 2 hours. The number of the colonies in each well was manually counted, and the size of the colonies was quantitated with the ImageJ software (NIH).

Cell cycle analysis. Control and CMTM6 knockdown CRC cells were detached from a cell culture plate by trypsinization. After the cells were washed once with PBS, 70% ethanol was added to fix the cells for 20 minutes. Cells were next incubated with RNase A (100 µg/mL diluted in PBS) for 15 minutes at room temperature to remove RNA. Lastly, the cells were incubated with PI (50

µg/mL in PBS) for 30 minutes in dark. Flow cytometry was performed with a BD LSRFortessa™ X-20 Cell Analyzer, and the data were analyzed by the FlowJo_v10.8.1 software.

β-galactosidase staining. Senescent CRC cells were detected by a Senescence β-Galactosidase Staining Kit (9860 Cell Signaling Technology). In brief, HCT116 cells transduced with control or CMTM6 shRNA lentiviruses were harvested and fixed in the fixative solution for 15 minutes at room temperature. The cells were next stained with β-galactosidase staining solution overnight at 37°C. Cells stained blue were captured under a Leica inverted microscope and the percentage of blue cells was calculated in randomly selected microscopic fields².

Western Blot analysis (WB). Proteins were extracted from the cells or tumors by using the RIPA lysis buffer containing 1% Nonidet P-40, 1% sodium deoxycholate, and 0.1% SDS, supplemented with a protease inhibitor cocktail (A32965, Thermo Fisher Scientific). After protein quantification, 5 µg - 20 µg of total protein were loaded into each well of a Bio-rad ready-made PAGE gel for electrophoresis followed by protein transfer onto a nitrocellulose membrane (10600002 GE Healthcare Life Sciences, Thermo Fisher Scientific). Incubation with a primary antibody was done at 4 °C overnight followed by incubation with a secondary antibody conjugated with horseradish peroxidase (HRP) for 1 hour at room temperature. The signals were developed with the Luminata Forte Western HRP substrate (WBLUF0500 MilliporeSigma) and detected by an Amersham Imager 600 (GE Healthcare Life Sciences). Densitometry was completed with the ImageJ software (NIH)^{7, 8}.

Immunofluorescence staining (IF). Cultured cells were first fixed with 4% paraformaldehyde for 10 minutes, followed by Triton X-100 permeabilization. After non-specific antibody binding sites were blocked with 10% goat serum, primary antibody was added, and incubation was done at room temperature for 2 hours or at 4°C overnight. After washing with 1x PBS, samples were incubated

with Alexa-Fluor conjugated secondary antibody at room temperature for one hour for signal detection. For IF staining of murine tumor biopsies, 7 μ m sections were subjected to fixation and incubation with primary and secondary antibodies as described above. DAPI was used to stain cell nuclei. IF signals were captured under a confocal fluorescence microscope (Zeiss LSM 900 with Airyscan 2, Germany) or the Axio observer with the Zen Blue software (Zeiss, Germany)⁷⁻⁹.

Analyzing PM Glut1 by Biotinylation. Cells growing in a cell culture plate were incubated with EZ-Link Sulfo-NHS-Biotin (1 mg/mL in PBS, 21217 Thermo Fisher Scientific) for 30 min at 4°C so that proteins at the PM were labeled. After washing off free biotin with 1x PBS, cells were lysed with a lysis buffer (25 mM Tris-HCl pH7.4, 150 mM NaCl, 1% NP40, 1 mM EDTA, and 10% Glycerol)^{1, 7-9}. After cell debris was removed by centrifugation, streptavidin agarose beads (S1638 MilliporeSigma) were added into the cell lysate for pulling down biotinylated PM proteins. Beads were then washed with lysis buffer 3 times and precipitated by centrifugation at 10,000 rpm for 2 minutes. PM proteins on the beads were eluted by 2 $\times$ Loading SDS sample buffer for WB with anti-Glut1 antibody. Data were quantitated by the Image J software (NIH).

Rab11 activity assay. Control and CMTM6 knockdown CRC cells were collected for Rab11 activity assay, which was performed with a Rab11 Activity Assay kit (#83201 NewEast Biosciences, King of Prussia, PA), according to the manufacturer-recommended procedure^{4, 10}.

Co-immunoprecipitation (coIP). Cells overexpressing CMTM6-HA and Rab11-FLAG were incubated with a crosslink reagent DSP (2 mM in PBS) at 4°C for 30 minutes followed by cell lysis in a buffer containing 0.5% NP40. 2 μ g of anti-HA (12CA5) (11583816001 Roche, MilliporeSigma) or anti-FLAG (F1804 MilliporeSigma), and 25 μ L of Protein G Sepharose beads (50% slurry) (17061801 Cytiva, Marlborough, MA) were added into the cell lysates containing equal volume and equal amount of proteins, and incubation was carried out at 4°C overnight. The

beads were precipitated by centrifugation at 10,000 rpm and washed with the lysis buffer. Co-precipitated proteins on the beads were eluted by Laemmle sample buffer (161-0737 BioRad, Hercules, CA) and analyzed by WB with appropriate antibodies^{1, 7, 9, 11}.

Expression of recombinant protein by baculovirus system. Codon-optimized human Glut1 cDNA was inserted into the pFastBac1 vector (10360014, Thermo Fisher Scientific) at the sites of BamHI and XhoI with a 10× His tag added to its C-terminus. Similarly, human CMTM6 cDNA was inserted into the pFastBac1 vector with a 2x Strep tag added to C-terminus. Recombinant Glut1-His and CMTM6-Strep proteins were then expressed by the pFastBac baculovirus system. Briefly, bacmid DNAs were produced in DH10Bac cells (10361012, Thermo Fisher Scientific) followed by generating baculoviruses with Sf9 insect cells (11496015 Thermo Fisher Scientific). High Five insect cells (B85502 Thermo Fisher Scientific) were transduced by the baculoviruses, and the cells were collected 48 hours later for protein extraction. The lysis buffer contained 25 mM Hepes pH 8.0 and 150 mM NaCl, and the cells were disrupted by a dounce homogenizer on ice. The membrane fraction was obtained by ultracentrifugation at 150,000g for 15 min and solubilized in Hepes buffer (25 mM Hepes pH 8.0 and 150 mM NaCl) containing protease inhibitors (aprotinin at 0.8 mM, pepstatin at 2 mM, leupeptin at 5 mg /ml) and 2% (w/v) n-dodecyl-b-D-maltoside (DDM, Anatrace) at 4°C for 2 h. After additional ultracentrifugation, the soluble fraction was incubated with nickel affinity resin (30210 Ni-NTA, Qiagen, Hilden, Germany) or Strep-Tactin XT resin (GE29401324, IBA GmbH, MilliporeSigma) at 4 °C for 1 hour. The resin was rinsed with the wash buffer (His wash buffer: 25 mM Hepes pH 6.0, 150 mM NaCl, 30 mM imidazole, 5% glycerol (w/v), and 0.05% (w/v) DDM (D4641, MilliporeSigma); Strep wash buffer: 25 mM Hepes pH 6.0, 150 mM NaCl, 5% glycerol (w/v), and 0.05% (w/v) DDM) for three times. Lastly,

the proteins were eluted with the wash buffer plus 300 mM imidazole for nickel affinity resin or 50 mM Biotin for Strep-Tactin XT resin.

Glucose uptake assay and flow cytometry. After glucose-starvation for 2 hours, cells were incubated with fluorescent glucose analog 2-[*N*-(7-nitrobenz-2-oxa-1,3-diazol-4-yl) amino]-2-deoxyglucose (2-NBDG 100 µg/mL) (N13195 Thermo Fisher Scientific) for 10 - 15 minutes at 37°C. Cells were then detached from the culture dish by Accutase® solution (A6904 MilliporeSigma) and fixed in 2% paraformaldehyde for 5 minutes. After centrifugation, cells were re-suspended in 200 µL of PBS for flow cytometry for green fluorescence, which was done by a BD LSRFortessa™ X-20 Cell Analyzer and the FlowJo_v10.8.1 software⁴.

Agilent Seahorse Glycolysis Stress Test. Cell seeded in a Seahorse XFe96 microplate (103799-100 Agilent Technologies, Inc., Santa Clara, CA) were subjected to Glycolysis Stress Test according to the manufacturer's instructions. In brief, the sensor cartridge was first hydrated overnight followed by incubation in the Agilent Seahorse XF Calibrant (pH = 7.4) (100840-000 Agilent Technologies, Inc.) for 1 hour in a non-CO₂ incubator on the day of the assay. Before assay, cell culture medium was replaced with the Seahorse XF DMEM (pH = 7.4) (103575-100 Agilent Technologies, Inc.) and incubated in a non-CO₂ incubator for 1 hour at 37 °C as well. Modulating agents, glucose, oligomycin, and 2-DG (103017-100, Agilent Technologies, Inc.) were prepared in Seahorse XF DMEM and loaded into the corresponding injection ports of the sensor cartridge for the assay, which was performed with an Agilent Seahorse XFe96 Analyzer and the Seahorse Wave software. Extracellular acidification rate (ECAR) was recorded real-time with the Seahorse Wave software⁴.

RNA sequencing. Control and CMTM6 knockdown HCT116 cells were collected for bulk-cell RNA sequencing. Total RNA was isolated by using a RNeasy Plus Mini Kit (74104 QIAGEN), and the samples were sent to the University of Minnesota Genomic Center for sequencing. Bioinformatics was done with the EdgeR package^{2, 7, 9}. Sequencing libraries were created by using the Illumina's Truseq Stranded mRNA Sample Preparation Kit and sequencing was done on HiSeq2500. The Illumina Real Time Analysis (RTA) software and Illumina's CASAVA software 1.8.2 were used for data analysis to generate de-multiplexed FASTQ files. Human genome (hg19) was used as the reference. Data were used as the input for Gene Set Enrichment Analysis (GSEA) (<https://www.gsea-msigdb.org/gsea/index.jsp>) and annotation was completed by the pathway analysis with the molecular signatures database (C2 pathway)⁴. Volcano plots and heatmaps were generated by using the online software: <http://sangerbox.com/home.html> and https://build.ngchm.net/NGCHM-web-builder/Select_Matrix.html?v=2.22.0&adv=N (MD Anderson Cancer Center)^{4, 9}.

Targeted proteomics. Cytokines/chemokines in the conditioned medium (CM) of MC38 cells were analyzed by the Proteome Profiler Mouse XL array kit (ARY028 R&D Systems, Minneapolis, MN, USA). Briefly, 1 mL of CM was mixed with 15 µL of the cocktail of biotinylated antibodies recognizing 111 mouse cytokines/chemokines followed by one hour incubation at room temperature. The antibody/CM mixture were then added onto a nitrocellulose membrane spotted with 111 different antibodies and incubation was done at 4°C overnight. After washing off unbound antibodies and proteins, streptavidin–HRP and Chemi Reagent were applied for chemiluminescence signal detection. Signals were captured by the ChemiDoc MP Imaging System (Bio-Rad Hercules, CA), and quantitated by the ImageJ software.

Spatial transcriptomics by NanoString GeoMx Digital Spatial Profiler. Tissue sections of MC38 liver metastases were prepared according to the Manual Slide Preparation User Manual (MAN-10150-01) and formalin-fixed sections were sent to the University of Minnesota Genomics Center for probe hybridization, IF, area of interest (AOI) selection, sequencing, and data analysis⁴. Antigen retrieval was done by steaming the slides in 1x Tris-EDTA (pH9.0) followed by Proteinase K digestion at 37°C for 5 minutes (1 µg/mL) to expose RNA targets. The sections were then incubated with the GeoMx Mouse Whole Transcriptome Atlas Panel (20176 target probes and 210 negative probes) overnight and IF for morphology makers was performed on next day. CAFs were labeled by anti-desmin (ab32362 Abcam), cancer cells were labeled by anti-pan keratin (sc8018, Santa Cruz Technology), and SYTO 13 stained cell nuclei. Immunofluorescence signals were obtained by the GeoMx instrument and areas of interest (AOIs) were selected for data acquisition and analysis. The probe tags cleaved from each AOI were used for library preparation and sequencing, which was done on Illumina NextSeq 2000. FASTQ files were processed to generate counts for each target probe in an AOI. Data were analyzed by the GeoMx DSP Analysis Suite software and subjected to GSEA and heatmap creation, as described in ***RNA sequencing***⁴.

Subcutaneous and portal vein tumor injection into mice. All animal studies were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Minnesota. For subcutaneous injection, liver fibroblasts (0.75×10^6)^{1, 7, 8} were mixed with control HCT116 cells or CMTM6 knockdown HCT116 cells (0.75×10^6) respectively followed by subcutaneously co-injecting them into 8-week-old nude mice (553 Charles River, Wilmington, MA). The size of HCT116 nodules was measured by a caliper on different days. Tumor volume was calculated by an equation: tumor volume = (width)² × length / 2^{1, 9, 10}.

Two months old C57BL6 mice were chosen as the tumor implantation recipients for portal vein injection. Under general anesthesia by isoflurane (2% - 5%), each mouse received 1×10^6 MC38 cells in 100 μ L PBS via portal vein injection, as we did previously^{1, 2, 9}. Mice received post-operative care for 3 days and they were sacrificed 11 days later.

Statistical analysis. All data are expressed as mean $\pm$ SEM, and the Graph-Pad Prism 6 software was used for statistical analysis (GraphPad Software, Inc., La Jolla, CA). For two group comparison, two-tailed Student's *t*-test was performed; for data of more than two groups, ANOVA followed by post hoc tests was performed. $P < 0.05$ was considered statistically different.

References for Supplementary Materials and Methods

1. Liu, C. *et al.* IQGAP1 suppresses TbetaRII-mediated myofibroblastic activation and metastatic growth in liver. *J Clin Invest* **123**, 1138-1156 (2013).
2. Dou, C. *et al.* P300 Acetyltransferase Mediates Stiffness-Induced Activation of Hepatic Stellate Cells Into Tumor-Promoting Myofibroblasts. *Gastroenterology* **154**, 2209-2221 e2214 (2018).
3. Wang, Y. *et al.* p300 Acetyltransferase Is a Cytoplasm-to-Nucleus Shuttle for SMAD2/3 and TAZ Nuclear Transport in Transforming Growth Factor beta-Stimulated Hepatic Stellate Cells. *Hepatology* **70**, 1409-1423 (2019).
4. Wang Y, W.X., Bai B, Shaha A, He X, He Y, Ye Z, Shah VH, and Kang N. Targeting Src SH3 domain-mediated glycolysis of HSC suppresses transcriptome, myofibroblastic activation, and colorectal liver metastasis. *Hepatology* <https://doi.org/10.1097/HEP.0000000000000763> (2024)
5. Kang, N. *et al.* Focal adhesion assembly in myofibroblasts fosters a microenvironment that promotes tumor growth. *Am J Pathol* **177**, 1888-1900 (2010).

6. Decker, N.K. *et al.* Nitric oxide regulates tumor cell cross-talk with stromal cells in the tumor microenvironment of the liver. *Am J Pathol* **173**, 1002-1012 (2008).
7. Chen, Y. *et al.* Focal Adhesion Kinase Promotes Hepatic Stellate Cell Activation by Regulating Plasma Membrane Localization of TGFbeta Receptor 2. *Hepatol Commun* **4**, 268-283 (2020).
8. Liu, D. *et al.* Protein diaphanous homolog 1 (Diaph1) promotes myofibroblastic activation of hepatic stellate cells by regulating Rab5a activity and TGFbeta receptor endocytosis. *FASEB J* **34**, 7345-7359 (2020).
9. Sun, L. *et al.* PD-L1 promotes myofibroblastic activation of hepatic stellate cells by distinct mechanisms selective for TGF-beta receptor I versus II. *Cell Rep* **38**, 110349 (2022).
10. Tu, K. *et al.* Vasodilator-stimulated phosphoprotein promotes activation of hepatic stellate cells by regulating Rab11-dependent plasma membrane targeting of transforming growth factor beta receptors. *Hepatology* **61**, 361-374 (2015).
11. Liu, C. *et al.* PDGF receptor-alpha promotes TGF-beta signaling in hepatic stellate cells via transcriptional and posttranscriptional regulation of TGF-beta receptors. *Am J Physiol Gastrointest Liver Physiol* **307**, G749-759 (2014).

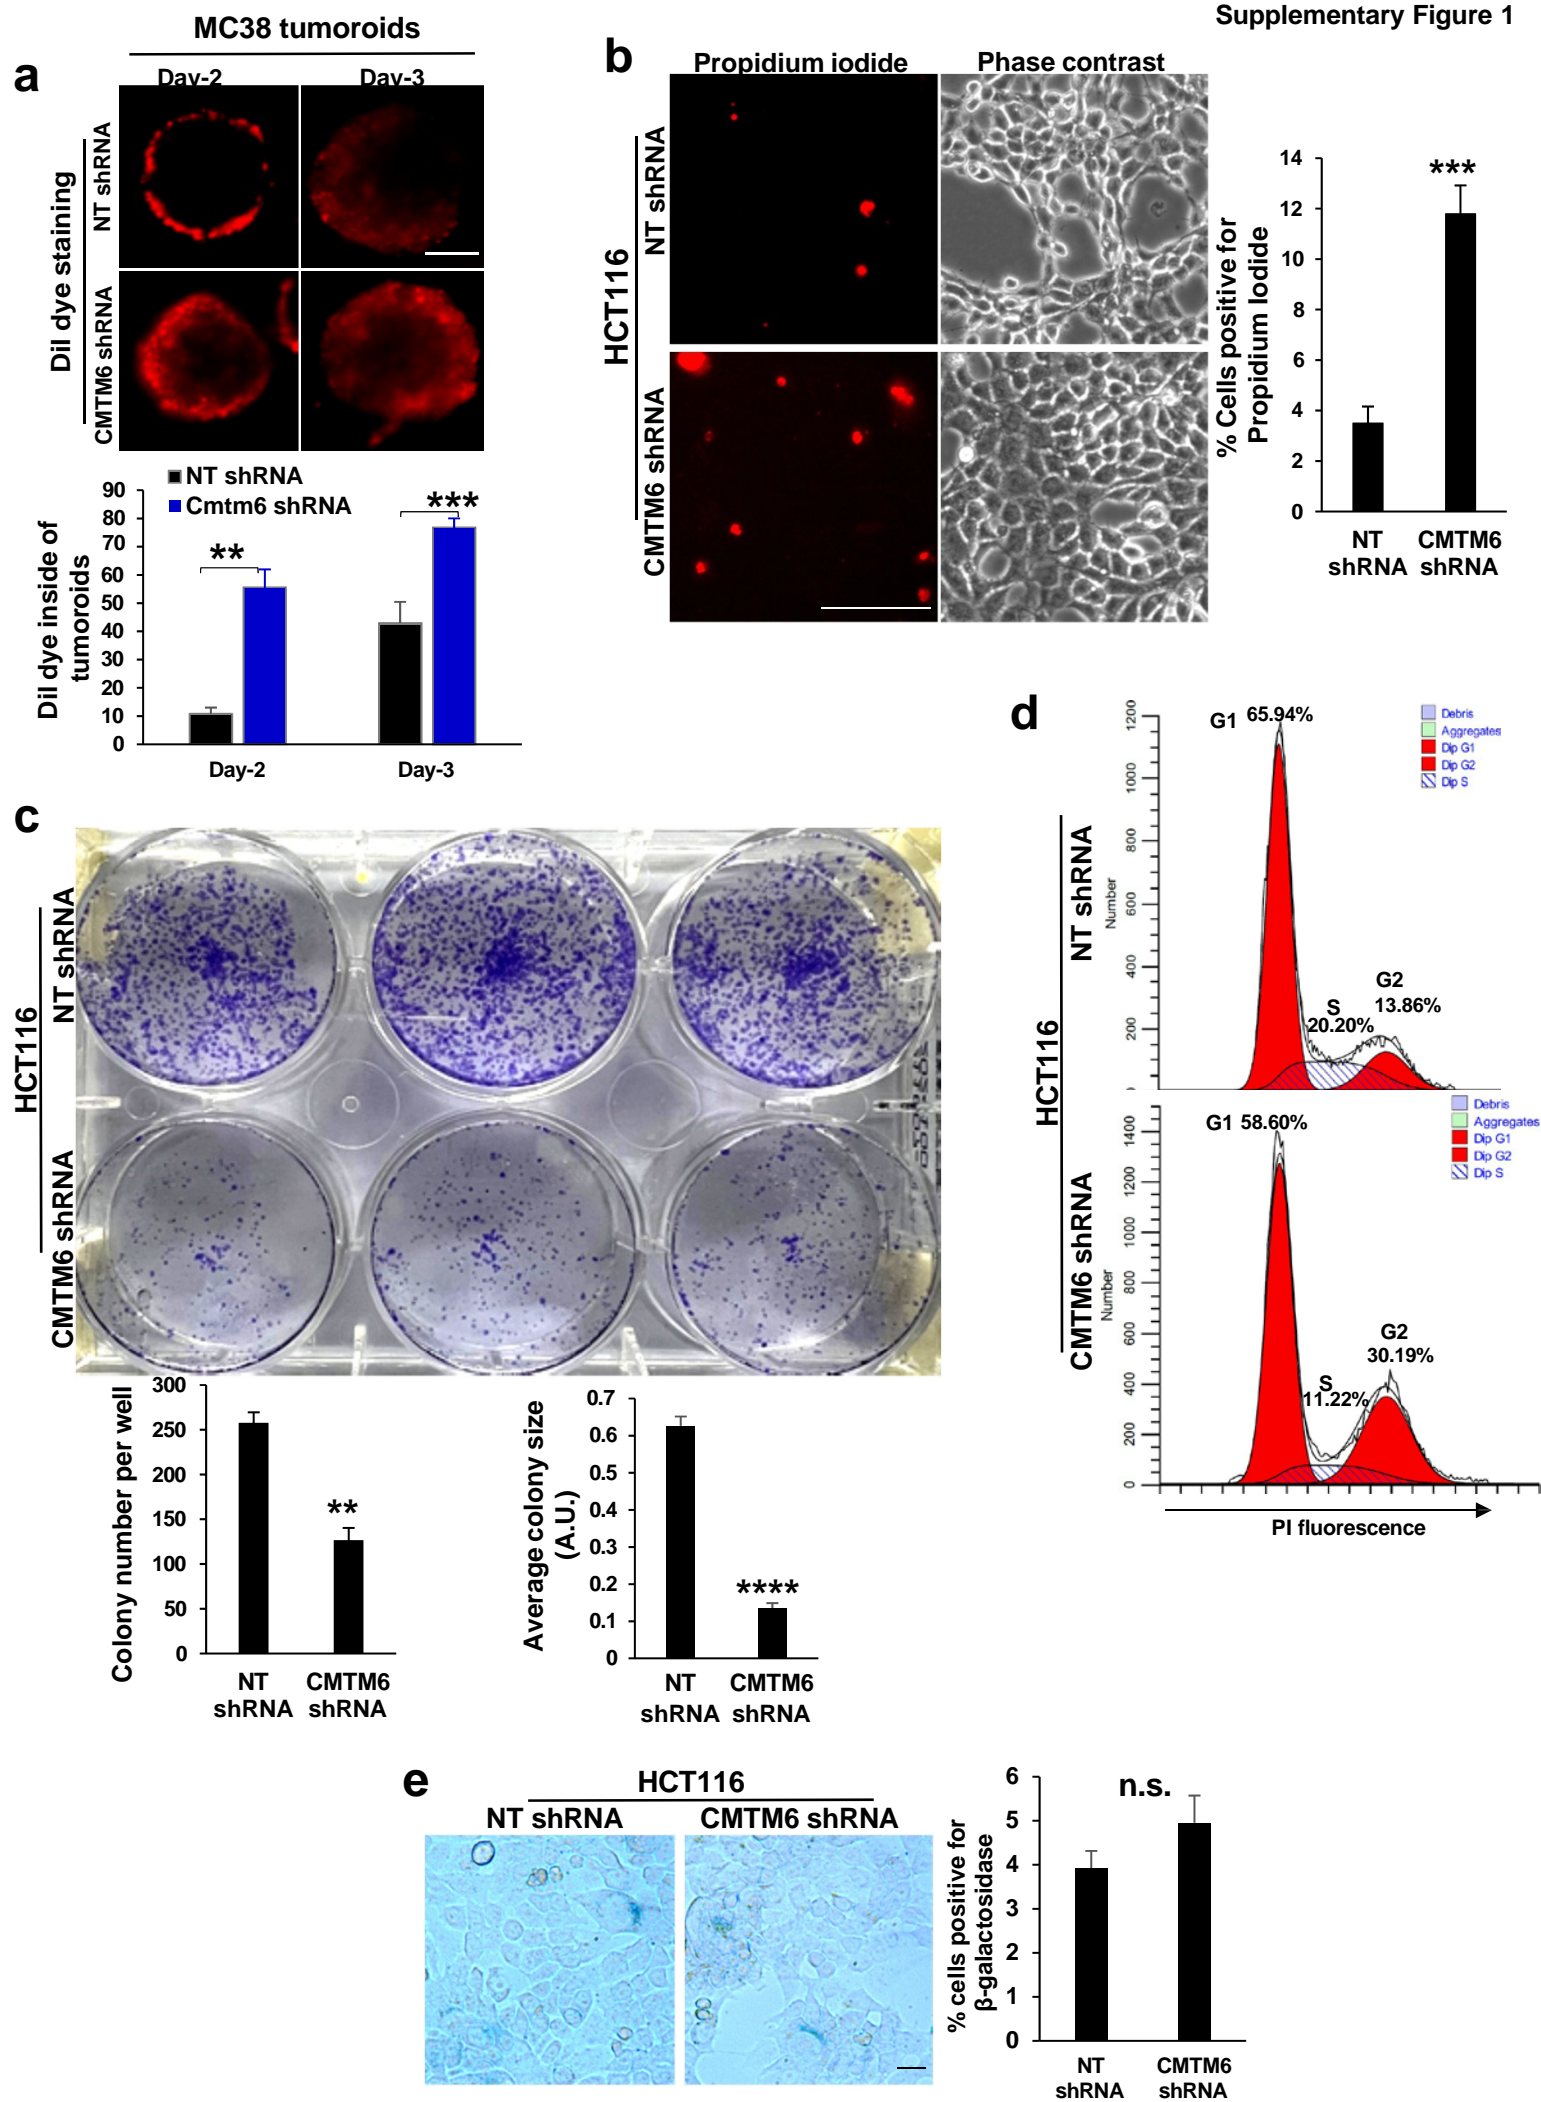

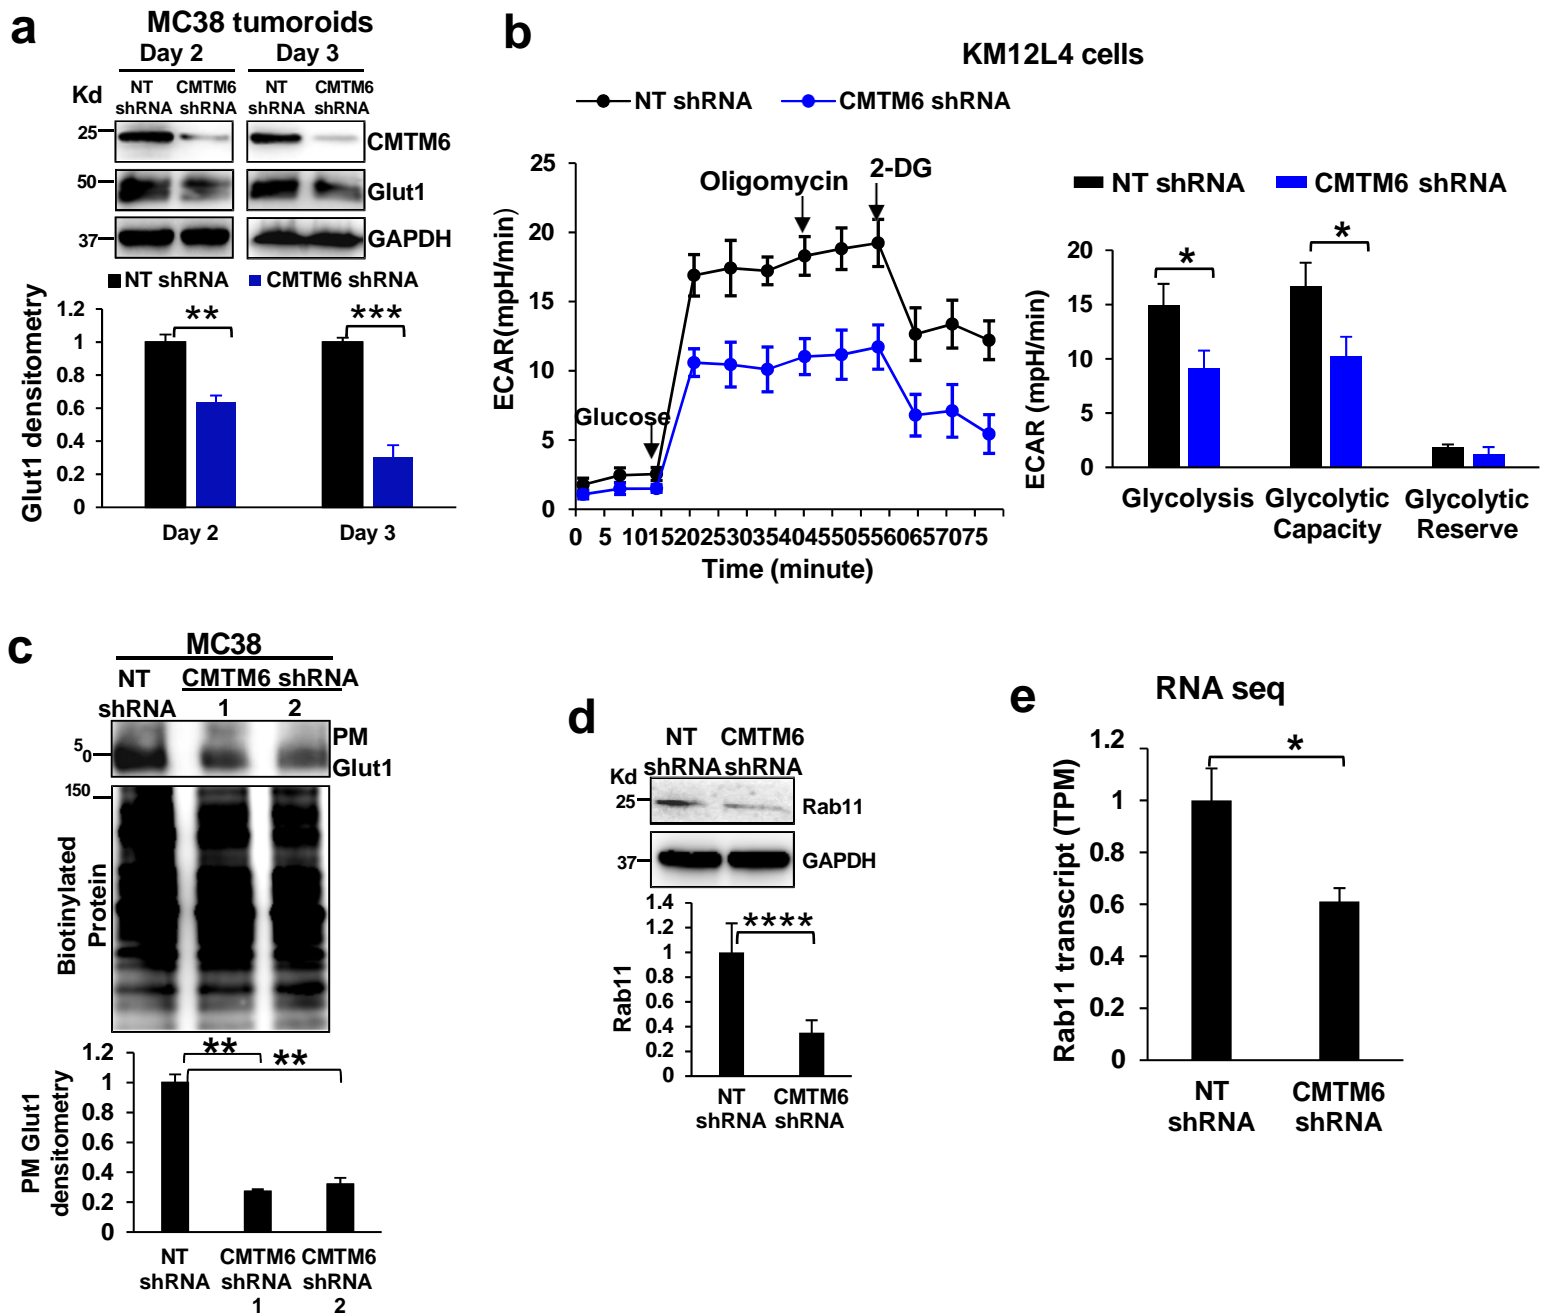

Supplementary Figure 3

A list of the cytokine/chemokine targets of CMTM6

	NT shRNA	CMTM6 shRNA	P-value
**CCL3**	11681.00	0.00	<0.0001
**CCL5**	101844.00	65182.00	<0.0001
**CCL6**	14951.00	0.00	<0.0001
**CCL11**	25340.00	6805.00	<0.0001
**CCL12**	14597.50	0.00	<0.001
**CCL17**	18185.50	0.00	<0.0001
**CCL19**	6954.00	0.00	<0.0001
**CCL22**	18909.50	0.00	<0.0001
**CXCL2**	108681.50	80254.00	<0.001
**CXCL9**	64446.50	25698.00	<0.0001
**CXCL10**	112519.00	88374.00	<0.05
**CXCL11**	8751.50	0.00	<0.0001
**CXCL12**	8977.50	0.00	<0.0001
**IL-1α**	19323.50	0.00	<0.0001
**IL-1β**	16818.50	0.00	<0.0001
**IL-6**	21844.50	6622.50	<0.0001
**IL-17**	15479.50	0.00	<0.0001
**IL-10**	9616.50	0.00	<0.0001
**IL-11**	35283.50	11950.50	<0.0001
**IL-12 p40**	15881.50	0.00	<0.0001
**IL-13**	10975.00	0.00	<0.0001
**IL-15**	16727.50	0.00	<0.0001
**CD14**	18444.50	0.00	<0.0001
**CD40**	28157.50	0.00	<0.0001
**CD160**	9436.00	0.00	<0.0001
**TNF-α**	8478.50	0.00	<0.0001
**VEGF**	121572.00	91289.50	<0.0001

	NT shRNA	CMTM6 shRNA	P-value
**Amphiregulin**	81368.00 SD	42050.50	<0.0001
**Angiopoietin-1**	24489.50	0.00	<0.0001
**Chemerin**	18801.50	0.00	<0.0001
**Chitinase 3-like-1**	11492.00	0.00	<0.0001
**Coagulation Factor III**	57845.50	21776.50	<0.0001
**Endostatin**	22229.50	3658.50	<0.0001
**Fetuin A**	10672.50	0.00	<0.0001
**FGF-21**	27556.50	6940.00	<0.0001
**Flt-3 ligand**	17144.00	0.00	<0.0001
**Gas-6**	10513.50	0.00	<0.0001
**G-CSF**	30908.50	12317.00	<0.0001
**ICAM-1**	22674.00	5268.00	<0.0001
**IGFBP-2**	10432.00	0.00	<0.0001
**IGFBP-3**	19531.00	0.00	<0.0001
**IGFBP-5**	21601.00	5288.00	<0.0001
**LDL R**	119090.00	85962.00	<0.0001
**LIF**	111775.00	86525.00	<0.0001
**Lipocalin-2**	99128.00	70950.50	<0.0001
**LIX**	109838.50	86273.50	<0.0001
**M-CSF**	105964.00	69080.00	<0.0001
**MMP-2**	111638.50	73154.50	<0.0001
**PDGF-BB**	15569.00	0.00	<0.0001
**Pentraxin 2**	24056.00	0.00	<0.0001
**Pentraxin 3**	58024.50	29151.00	<0.0001
**Pref-1**	25931.00	0.00	<0.0001
**Proliferin**	103850.00	66433.00	<0.0001
**CD62E**	15372.50	0.00	<0.0001
**CD62P**	20224.50	0.00	<0.0001
**PAI-1**	101119.50	71982.00	<0.0001
**PEDF**	27174.50	5266.00	<0.0001
**Thrombopoietin**	16764.50	0.00	<0.0001
**TIM-1**	9923.50	0.00	<0.0001
**VCAM-1**	50081.50	24077.00	<0.0001

CMTM6 shRNA

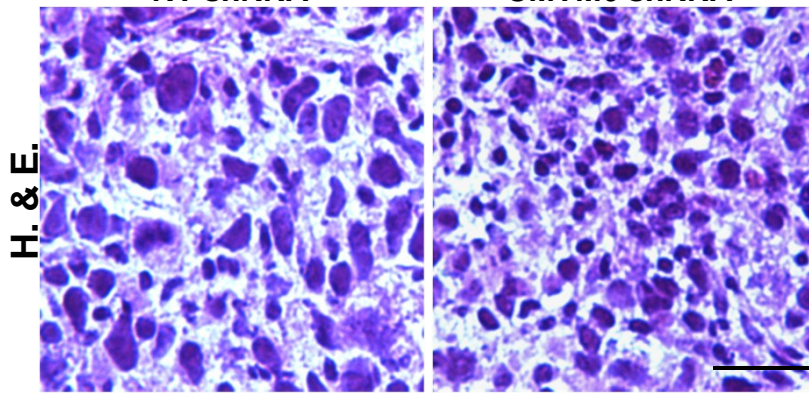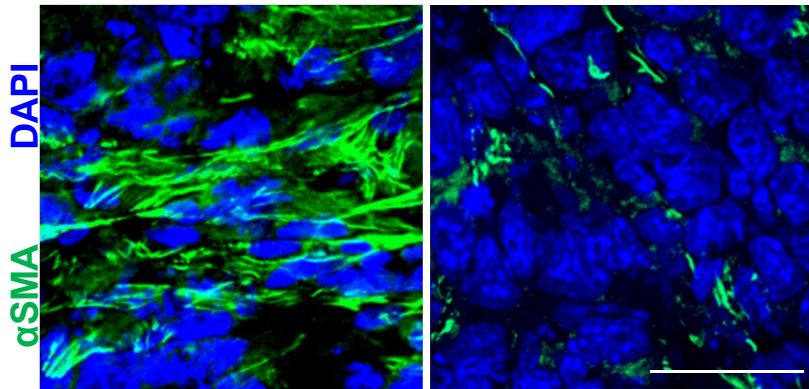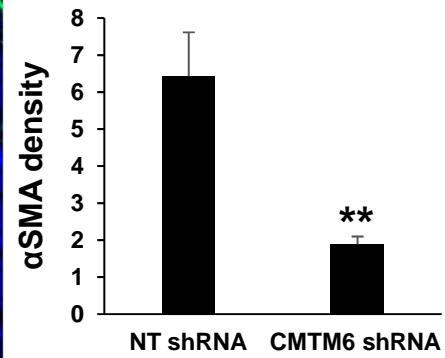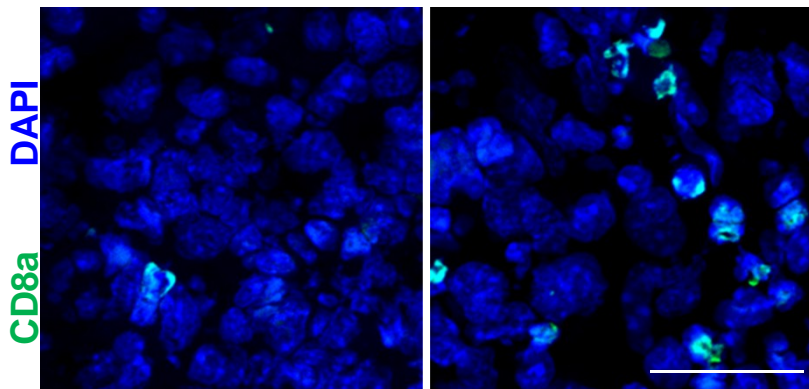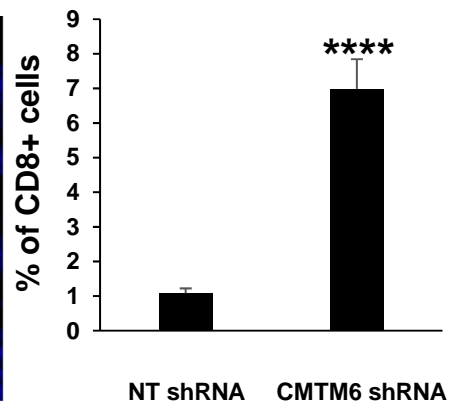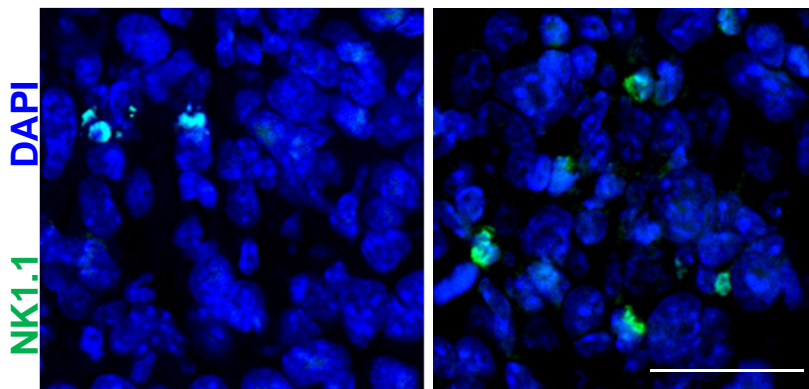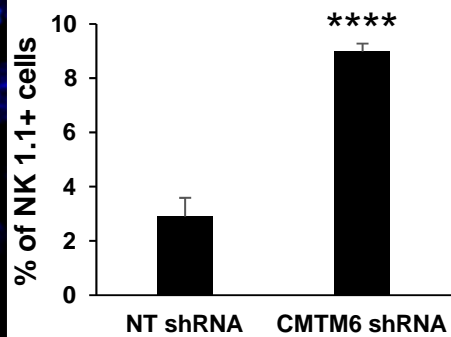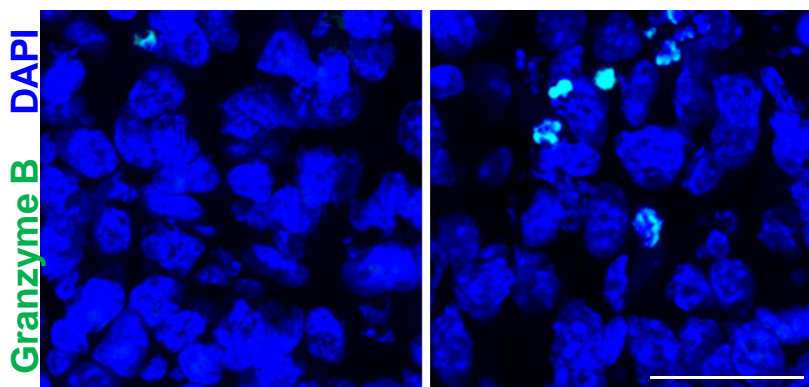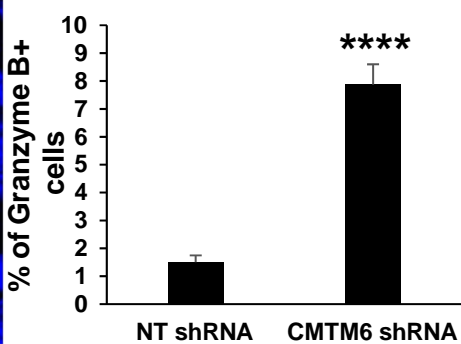

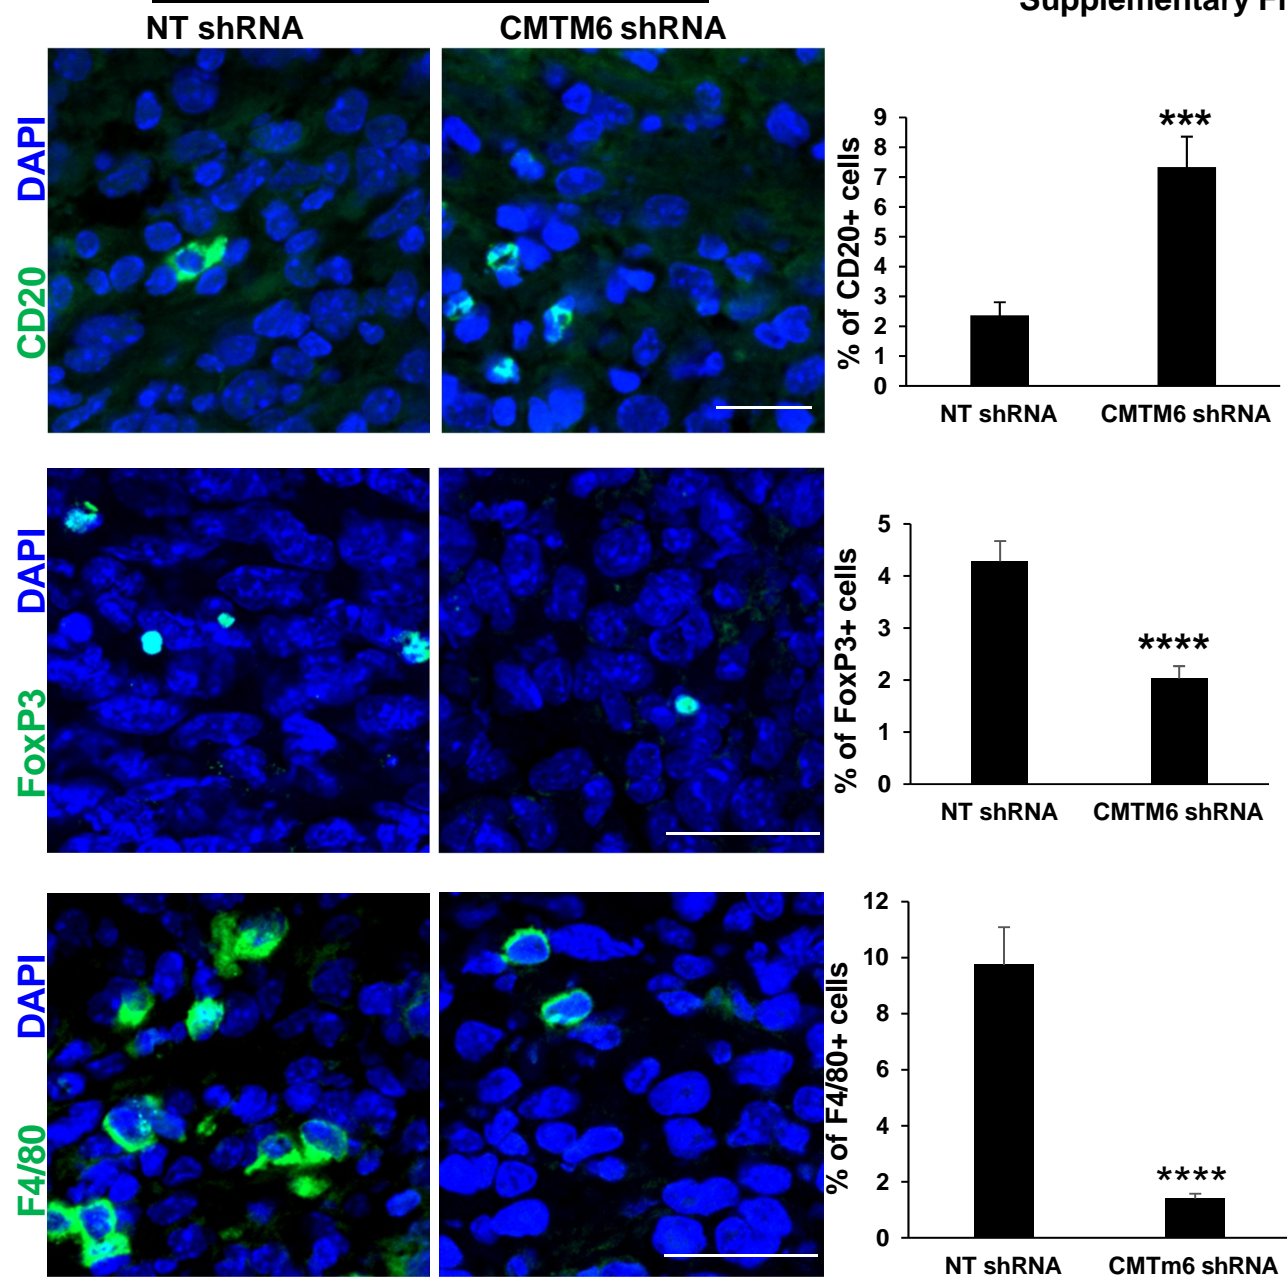

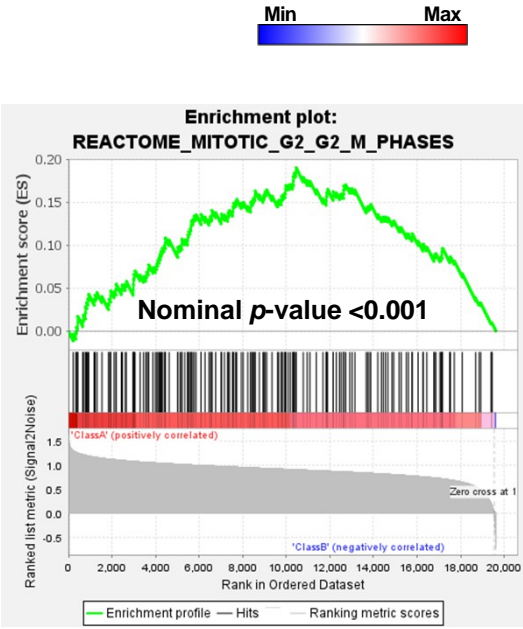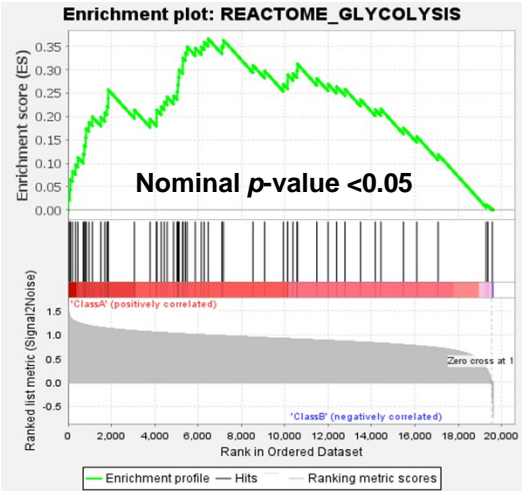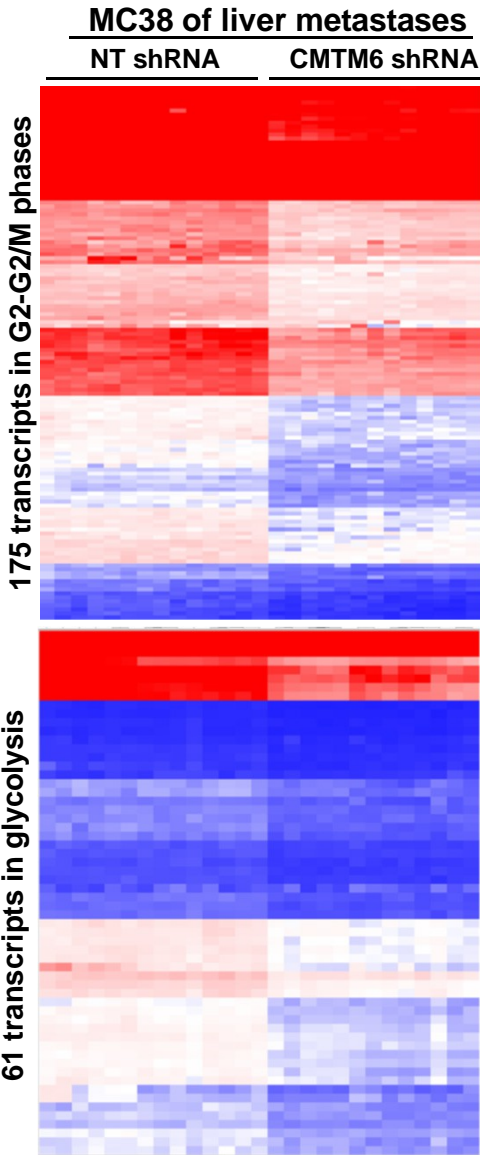

a

The transcripts of cytokines/chemokines affected by CMTM6 knockdown ($P<0.05$)

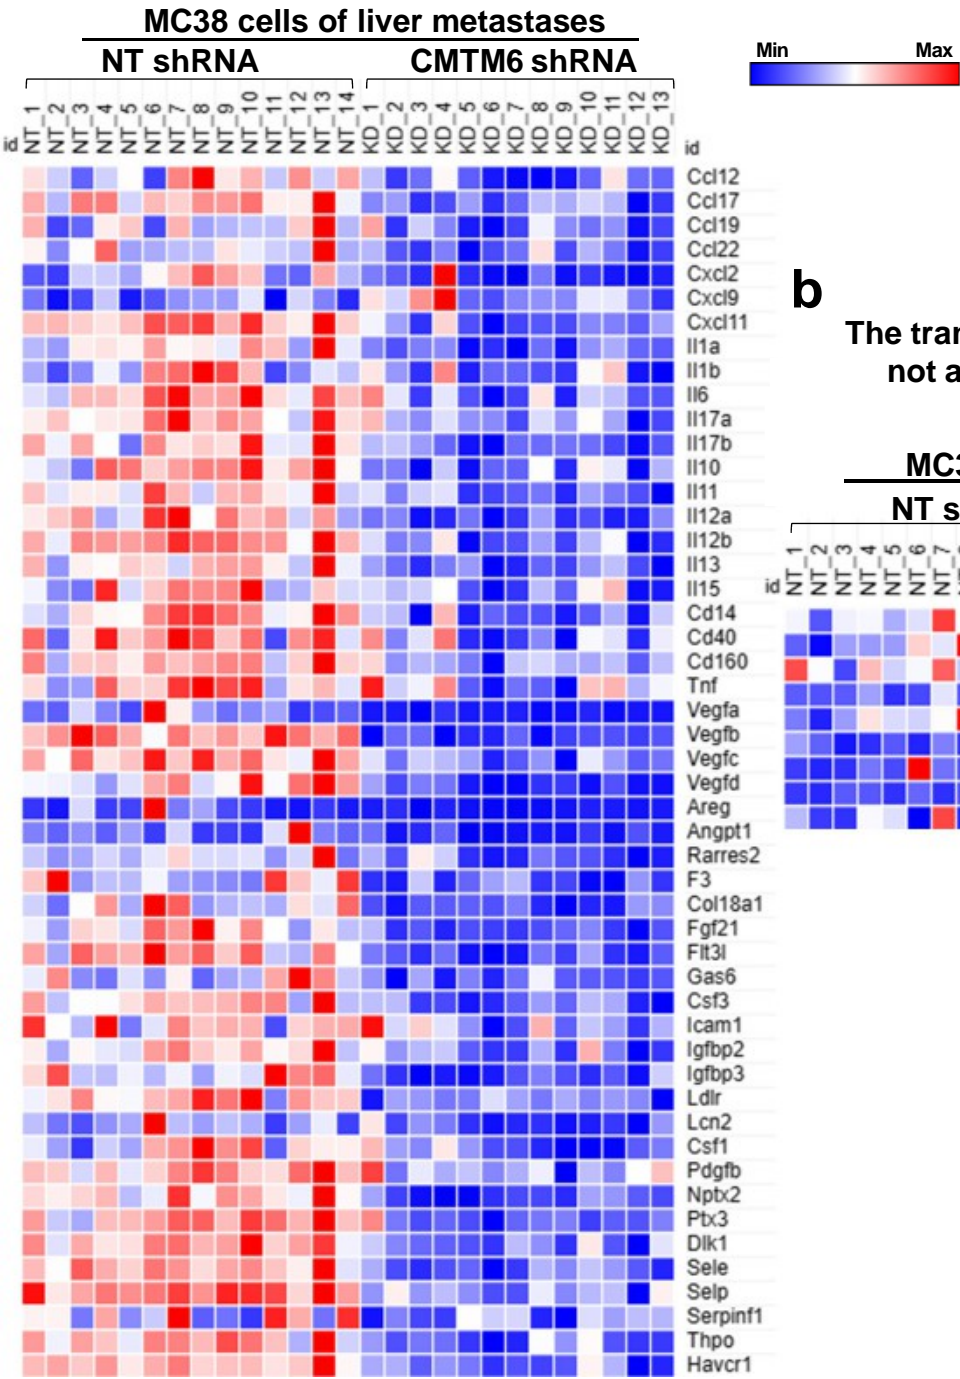

b

The transcripts of cytokines/chemokines not affected by CMTM6 knockdown ($P>0.05$)

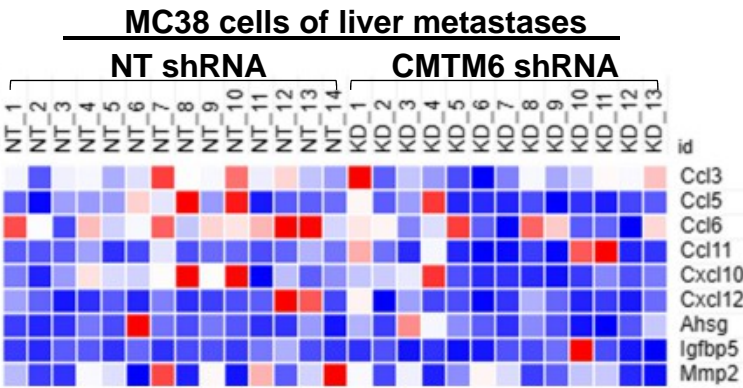

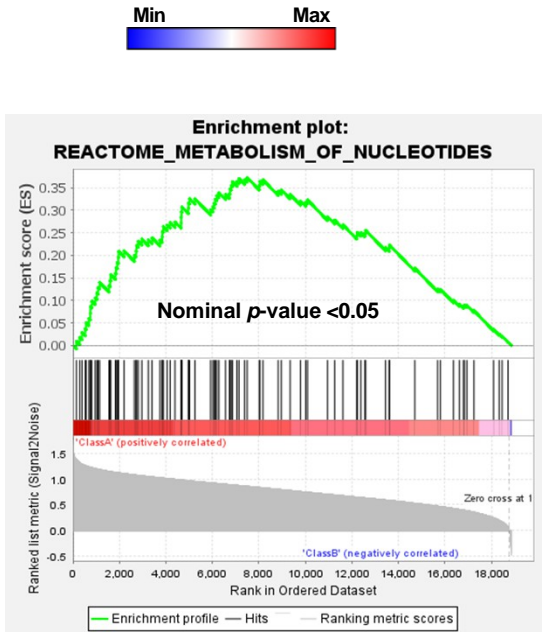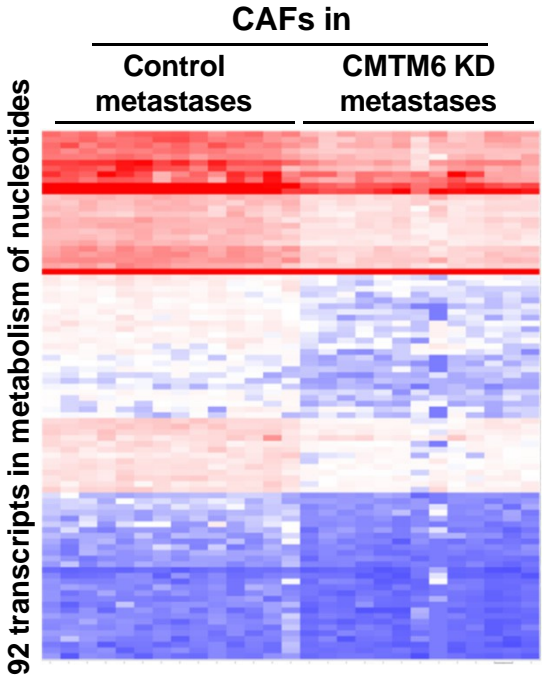

Supplementary Figure Legends

Supplementary Fig. 1. CMTM6 knockdown influences 3D CRC culture, cell membrane integrity and colony formation. **a.** MC38 tumoroids were subjected to Dil dye staining. CMTM6 knockdown reduced the compactness of the tumoroids. **, $P<0.01$; ***, $P<0.001$ by ANOVA, $n=3$. Bar, 1000 μm . **b.** HCT116 cells were stained with propidium iodide (PI). CMTM6 knockdown significantly increased the number of PI-positive cell. ***, $P<0.001$ by t -test, $n=5$ randomly picked microscopy fields. Bar, 200 μm . **c.** Colony formation assay showed that the number and size of the colonies of HCT116 cells were reduced by CMTM6 knockdown. **, $P<0.01$ by t -test, $n=3$; ****, $P<0.0001$ by t -test, $n=60$ colonies in each group. **d.** Cell cycle analysis of PI-stained cells revealed that the population of cells at the G2 phase of the cell cycle was increased in CMTM6 knockdown HCT116 cells compared to control HCT116 cells. Data are representative of three repeats with similar results. **e.** β -gal staining showed that CMTM6 knockdown did not induce cell senescence of HCT116 cells. n.s., $P>0.05$, $n=8$ randomly picked microscopic fields. Bar, 20 μm .

Supplementary Fig. 2. CMTM6 knockdown reduces Glut1 and glycolysis of CRC cells through downregulating Rab11. **a.** WB revealed that Glut1 protein level was reduced by CMTM6 knockdown in 3D MC38 culture. **, $P<0.01$; ***, $P<0.001$ by ANOVA $n=3$. **b.** Seahorse Glycolysis Stress test was performed so as to obtain real-time changes of the extracellular acidification rate (ECAR). Glycolysis was suppressed in CMTM6 knockdown KM12L4 CRC cells compared to control cells. *, $P<0.05$ by ANOVA, $n=5$. **c.** Biotinylation assay revealed that CMTM6 knockdown reduced the level of PM Glut1 of MC38 CRC cells. **, $P<0.01$ by ANOVA, $n=3$. **d.** WB revealed that the total Rab11 protein level was reduced in CMTM6 knockdown HCT116 cells compared to control cells. ****, $P<0.0001$ by t -test, $n=3$. **e.** RNA sequencing revealed that the mRNA level of Rab11 was reduced by CMTM6 knockdown. *, $P<0.05$ by t -test, $n=3$.

Supplementary Fig. 3. CMTM6 controls the release of cytokines/chemokines from MC38. Conditioned medium of control and CMTM6 knockdown MC38 cells were analyzed by the Proteome Profiler Mouse XL Cytokine Array Kit (R&D Systems). CMTM6 knockdown blocked the release of cytokines/chemokines from MC38 cells. Data with $P<0.05$ by t -test are shown. $n=4$.

Supplementary Fig. 4. Targeting MC38 CMTM6 alters the immune suppressive microenvironment of MC38 liver metastases. MC38 liver metastases were subjected to immunofluorescence staining (IF) for α SMA (cancer-associated fibroblast (CAF) marker) and a panel of immune cell markers. Representative IF images demonstrated that the CAF density was reduced whereas that of cytotoxic CD8a+ T cells, NK1.1+ NK/NKT cells, or Granzyme B+ lymphoid cells

was increased in CMTM6 knockdown MC38 liver metastases compared to control liver metastases. **, $P<0.01$; ****, $P<0.0001$ by t -test, $n=9-10$ randomly picked microscopic fields. Bar, 20 μm .

Supplementary Fig. 5. Targeting MC38 CMTM6 alters the immune suppressive microenvironment of MC38 liver metastases. Representative IF images demonstrated that the cell density of CD20+ B cells was increased whereas that of FoxP3+ T cell or F4/80+ macrophages was reduced in CMTM6 knockdown MC38 liver metastases compared to control liver metastases. ***, $P<0.001$; ****, $P<0.0001$ by t -test, $n=9-10$ randomly picked microscopic fields. Bar, 20 μm .

Supplementary Fig. 6. Spatialomics revealing global transcriptomic changes in CMTM6 knockdown liver metastases. 14 areas of interest (AOIs) in CMTM6 knockdown MC38 liver metastases and 13 AOIs in control liver metastases were subjected to Spatial transcriptomics study. Two gene sets, G2 G2/M phases and glycolysis, with their transcripts affected in CMTM6 knockdown MC38 cells are shown. Transcript enrichment is shown by an enrichment plot (left) and the transcript levels are shown by a heatmap (right). $n=14,13$. The bar represents the minimum (blue) to the maximum expression level (red).

Supplementary Fig. 7. The transcripts of the cytokine/chemokine targets of CMTM6 in MC38 liver metastases. a. A heatmap, based on Spatial transcriptomics, revealing that the transcripts of 50 cytokine/chemokine targets of CMTM6 were reduced in MC38 cells of CMTM6 knockdown liver metastases. $P<0.05$ by t -test, $n=14,13$. **b.** A heatmap showing that the transcripts of 9 cytokine/chemokine targets of CMTM6 were not reduced in MC38 cells of CMTM6 knockdown liver metastases. $P>0.05$ by t -test, $n=14,13$. The bar represents the minimum (blue) to the maximum expression level (red).

Supplementary Fig. 8. Spatialomics revealing global transcriptomic changes in the CAFs of CMTM6 knockdown MC38 liver metastases. The CAFs in each AOI were also subjected to Spatial transcriptomics study. A CAF gene set related to the metabolism of nucleotide was affected by targeting MC38 CMTM6. Transcript enrichment is shown by an enrichment plot (left) and transcript levels are shown by a heatmap (right). $n=14,13$. The bar represents the minimum (blue) to the maximum expression level (red). KD, knockdown.

How the deposited data were processed for this re-analysis (not part of the article)

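CAF segments of MC38 cell-derived liver metastases were profiled with the GeoMx Digital Spatial Profiler and its mouse whole transcriptome panel, in 14 ROIs of control and 13 ROIs of CMTM6-knockdown metastases from 3 mice per group. The area that stained for desmin was collected in each ROI. The authors counted probe tags from sequencing reads, analysed them in the GeoMx software and deposited one sheet of signal values for 18855 targets in all 27 ROIs. The software's version, the normalization and any filter on targets are not given in the sources used here. The sheet holds no negative probes and no value of 0. All 27 columns were mapped to their samples by ROI number.
In each column the gaps between values gave the worth of 1 read. About 99.98% of the values in each ROI were whole multiples of it within 0.001 reads, and Col1a1 and 3 other targets were not whole in at least 1 ROI. The worth of 1 read was 0.463 to 2.27 in control and 0.338 to 14.1 in knockdown ROIs, the highest in ROI 26, where a difference of 1 read is then a difference of 14.1 in the deposited value. The factors bring the 75th percentile of the ROIs to about one value within each group and not across the groups. Duplicates are not reported, so whether each read is one molecule is not known.
The deposited signal values were compared between groups with limma 3.58.1 (trend, two-sided) on log2(value + 1), with Benjamini-Hochberg adjusted p under 0.05, and beside it with the study's thresholds of a fold of 1.5 and an unadjusted P under 0.05. The study's statistics section names a two-tailed Student's t test for 2 groups. A supplementary legend names a t test for cytokine transcripts of the MC38 cells in the same AOIs, and the text and legends on the CAFs name none. The limma test was also run after subtracting the median log2 value over all targets of each ROI. Levels per ROI were compared by two-sided permutation tests (100000 resamples) in SciPy 1.17.1, with bootstrap intervals from 10000 draws. Bootstrap intervals of a median over markers were drawn over the markers and not over ROIs. No normalized value was treated as a count. Background was measured on 1101 targets of 10 gene families named beforehand, and a target was called above background when its mean log2 value exceeded their 95th percentile (4.16), which held for 11135 targets.
The tests, the gene families, the gene lists and the rule for named genes were fixed before the data were examined. The lists were 33 lists of pathways, fibroblast states, markers of other cell types in liver metastases, targets of the study's cytokine array and genes the paper names. They were tested as counts of called members, with fry for a common direction, and with camera against other genes, at a preset correlation of 0.01 and at an estimated one. Reactome sets came with fgsea 1.28.0 and were joined to the symbols through Entrez identifiers (18738 of 18855 targets matched); of 1457 sets, 838 had 10 to 500 targets with at least 80% of their members matched. The plan named Reactome sets with at least 80% of their members matched, and it gave no limits on their size. The symbols are those of the sheet, and no genome coordinates were used. The median log2 fold change over all targets relative to the median gene was -0.05, since each ROI's median is taken before the groups are averaged. For this reason camera's direction was up, while the median lay below 0, for the lists of activated fibroblasts, oxidative phosphorylation, PDGF signaling and smooth muscle and pericytes. Markers of B and plasma cells had a median above 0, a mean below it and a direction of up.
Genes named in the text were taken from a rule set beforehand: among targets above background, the 8 highest and 8 lowest called as deposited and relative to the median gene, every gene the paper names, and up to 4 members of each list with the smallest p relative to the median gene. Genes outside this rule are marked where they appear. Counts of called genes were also made under alternative pseudocounts (0.1 and 5), a filter on targets at background, a t test, a Wilcoxon test, array weights, 6 other scalings, and without each ROI in turn. Chosen after the data were seen were edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 on the recovered reads, array weights on the centred values, fits without ROI 14 and ROI 26, the reads before scaling and the targets foreign to the mouse. Work was done in R 4.3.3 and Python 3.11.15.
Both fits were tested on simulated reads with the targets' shares and dispersions and the ROIs' depths, in which 200 of 18855 genes were changed. When the simulated groups were scaled separately, limma called 17845 unchanged genes; after centring it called 8 and recovered 98% of the genes raised by a log2 fold change of 1.0, 52% of those raised by 0.6, 78% of those lowered by 1.0 and 60% of those lowered by 0.6. edgeR called 13 unchanged genes. In 100 splits of the ROIs into groups of the same sizes, the real one included, the counts were made again, on the deposited values and, chosen after the data were seen, on the recovered reads with the 2 groups of each split scaled separately.
Segments of MC38 cells and other experiments of the study were not analysed here. ROIs were not combined per mouse, since the labels do not tie them to mice.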

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

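Fixed beforehand were the comparison of background families with other targets and camera with an estimated correlation on the interferon list. So were the splits of the values used in the main tests, apart from the split of genes changed as deposited. All other tests in this part were chosen only after the result was seen. What draws attention is signal in genes the paper does not discuss: 21 genes were higher relative to the median gene in the CAF segments of knockdown metastases. Over 10 MHC class II genes picked after the data were seen the median log2 fold change was 0.92, which describes these genes and tests nothing, and over the hepatocyte markers above background it was 0.70.

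The first pattern is the fall of nearly all deposited values. The background families and the targets above background differ in their median log2 fold change by 0.0897, which is consistent with a scale difference that all probes share, and the geometric mean of the scaling factors is 1 in each group alone, which shows separate scaling of the groups. A fall of mRNA over an unchanged nonspecific background would lower the ratio of the 75th percentile to that background, but its log2 ratio between groups was 0.0126 (95% bootstrap interval -0.15 to 0.19, two-sided permutation test p = 0.9, over ROIs of which some share an animal, so that p is too small), which argues against it. In reads before scaling the difference was -0.66 (interval -1.42 to 0.03, p = 0.092) and -0.37 without ROI 26, so it is not established that the knockdown ROIs gave fewer reads. The 75th percentile of the deposited values differed by the same -0.66, because scaling within each group keeps the group's mean log2 level of reads. The deposited shift thus carries over the difference in reads between the groups and is no second measure of it. Area, number of nuclei and amount of RNA per segment were not analysed here, and a difference in the CAFs due to the knockdown stays open and untested.

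The second pattern is the higher level of several MHC class II genes. RNA of more macrophages (22 markers, median 0.23, interval 0.06 to 0.40), of more dendritic cells (6 markers, median 0.0894, interval -0.22 to 0.38) or of more B cells (6 markers, median -0.17, interval -0.41 to 0.09) cannot be told apart from a change in the fibroblasts themselves, since no interval decides it and 11 of the 17 B and plasma cell markers are at background. The intervals over markers and lists in this part were drawn over genes and hold no spread between ROIs or mice. In whole metastases the paper's IF found fewer F4/80+ macrophages and more CD20+ B cells after the knockdown, which does not settle what these segments held. A stronger interferon response could raise class II genes, but the interferon list did not stand apart by camera with an estimated correlation (p = 0.527), and the interval of its median (-0.19 to 0.22) leaves this open. ROIs that share an animal make that p too small.

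The third pattern is the higher level of hepatocyte genes. A lower share of fibroblasts as the whole cause would raise the markers of every other cell type alike, but the types moved apart: the median was 0.45 over 10 NK and cytotoxic markers (95% bootstrap interval 0.32 to 0.59), 0.28 over 11 T cell markers (0.20 to 0.43) and -0.16 over 30 endothelial, cholangiocyte and tumor epithelial markers (-0.21 to -0.08). These medians go against it in these ROIs, but the intervals were drawn over markers and hold no spread between ROIs or mice. Of 22 hepatocyte markers above background, 95.5% lay above the median gene, but this restates the pattern and does not show where the RNA came from. RNA of liver tissue in or beside the knockdown segments stays open, as does a change due to the knockdown.

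The deposited values were scaled by the real groups, so that splits of them into other groups could hardly give the shift. On those values only the real split, 1 of 100, reached its absolute median log2 fold change (0.66, highest other 0.36), its genes changed (17735, highest other 5643), its genes lower by the study's thresholds (12582, highest other 1556) and its lists lower by fry (32, highest other 21), and this excludes nothing. With reads scaled separately in the 2 groups of each split, chance cannot be excluded for the absolute median (6 of 100 splits reached the real 0.66, highest other 0.88), for genes changed (8 of 100 reached the real 17831, highest other 18749), for genes past the study's thresholds in one direction (6 of 100 reached the real 12597, highest other 18000) or for lists by fry (33 of 100 reached the real 32, highest other 33). Counting lower genes alone, only the real split reached 12597 (highest other 11064). For genes changed relative to the median gene only the real split, 1 of 100, reached its count (22, highest other 2, and 10 with reads scaled within each split). This argues against chance only if ROIs are taken as independent, and chance between animals is not excluded. Of Reactome sets apart from other genes with an estimated correlation there was 1 in the real split and 0 in the highest other, a count too small to exclude chance. Nor can it be excluded for lists apart from other genes with a preset correlation, since 20 of 100 splits gave as many as the real 18, and the highest other gave 25. Random splits break up the animals, so they do not test differences between mice.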

How the results depend on the processing

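Added after the data were seen were the fits by edgeR and DESeq2, those without ROI 14 and ROI 26, array weights on the centred values, the reads before scaling and the targets foreign to the mouse. In the deposited values, 17735 targets were called, 13 higher and 17722 lower, and 12582 were lower by the study's thresholds. Any scaling that brings all ROIs to one level ended this: the calls, and the targets lower by the study's thresholds, were 30 (28 higher, 2 lower) and 23 with each ROI scaled to its 75th percentile, 41 (37 higher, 4 lower) and 20 to its total, 51 (47 higher, 4 lower) and 10 to the housekeeping list, 27 (27 higher, 0 lower) and 24 to the background families, and 45 (38 higher, 7 lower) and 16 after quantile normalization. Scaling to the 75th percentile, the total, the housekeeping list or by quantiles takes off a fall shared by all targets, real or not. These counts therefore cannot tell such a fall from a difference in scale. Scaling to the background families would keep a fall over an unchanged background, and it gave 27 higher and 0 lower. With background subtracted the calls and the targets lower by the thresholds were 8927 and 8146. With targets above background alone, which tests fewer genes, they were 10764 and 8280. A pseudocount of 5 gave 8067 by the thresholds, by shrinking folds of low values. The t tests, the Wilcoxon test, array weights, a pseudocount of 0.1 and the fit without ROI 14 and ROI 26 stayed within 1.5 times of both counts. Without 1 ROI the counts ran from 17312 to 18260 and from 11678 to 13936. These fits, and the one without ROI 14 and ROI 26, kept the authors' scaling by group, in which the ROIs left out had taken part. They could therefore hardly lose the shift. In reads before scaling, the 75th percentile differed by -0.66 with ROI 26 and by -0.37 without it. The higher targets are few and moved more. The 13 were 8 without knockdown ROI 18, 7 by the t test on log2 values, 6 by the Wilcoxon test and 58 with background subtracted. The 7 by the thresholds were 5 without control ROI 5 or 11, 11 without control ROI 7, 121 with background subtracted and 71 to 113 under the scalings to one level.

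Relative to the median gene, 22 targets were called (21 higher, 1 lower). Quantile normalization gave 45 (38 higher, 7 lower), the housekeeping list 51, totals 41, a pseudocount of 5 gave 58 (33 higher, 25 lower), edgeR 128 (112 higher, 16 lower), 118 without ROI 26, DESeq2 130, array weights 138 (87 higher, 51 lower) and the fit without ROI 14 and ROI 26 gave 72 (47 higher, 25 lower); the cause was not tested. Without 1 ROI the count ran from 12 (without control ROI 5) to 56 (without knockdown ROI 26), with 51 without control ROI 13, 38 without knockdown ROI 20, 13 without ROI 16 and 14 without ROI 23.

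The level of all targets per ROI differed by -0.60 and its 75th percentile, total and targets above background stayed past the threshold, but the 75th percentile in reads before scaling differed by -0.66 at p = 0.092. The background families differed by -0.62 and the targets foreign to the mouse by -0.86. Lists lower as deposited were 32, and 0 after centring on the median gene. Lists apart from other genes were 18 relative to the median gene, and 1 with an estimated correlation, but 14 (4 higher, 10 lower) with an estimated correlation on the deposited values. Between deposited and centred values, 5897 targets turned from lower, past the threshold, to above 0, not past it, among them Cmtm6, Dcn, Tgfbr1 and Pdgfra. By fry, 11 lists did so, those of inflammatory CAFs, interferon response, immune suppression, the cytokine array and all the immune and erythroid markers. After centring, vesicular trafficking, smooth muscle and pericyte markers, the genes the paper names, Tgfb1 and Tgfbr2 turned under some alternatives without passing. By camera on the deposited values, oxidative phosphorylation and PDGF signaling turned from up to down and passed with an estimated correlation. Tumor epithelial markers turned from down to up and passed with the preset one, and cholangiocyte, endothelial and mesothelial markers turned without passing. Relative to the median gene 407 gene results kept their side of the threshold, 48 passed it newly and 5 lost it; as deposited 113 kept it and 47 lost it, mostly under the scalings to one level; for lists 76 kept it, 2 passed it newly and 20 lost it. Depth limits targets with few reads, above all in ROI 26. No paired analysis was possible because the ROI numbers are unique and none is shared between the groups. ROIs that share an animal make all p-values too small.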

Differences from the paper's values

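No value of the paper differed from the deposited data by more than 1.5 times. At the study's thresholds, in values scaled separately in the 2 groups, 12582 transcripts were lower and 7 higher, beside the paper's reported 12960 and 8; with Student's t test on the values without log, a setting chosen beforehand, they were 12874 and 8. Of the 40 alternatives for the lower transcripts, 32 lay within 1.5 times of the paper's count and 8 did not, and for the higher transcripts also 32 did and 8 did not (71, 77, 113, 73, 121, 81, 5 and 5). Many of these alternatives left out 1 ROI but kept the scaling by group, which could hardly move the count of lower transcripts. The sheet holds 18855 targets, and the paper's text gives 18856. For the Reactome sets, for which the paper states no threshold per transcript, 99 G1/S genes were called as deposited (the paper's reported number is 104), 73 genes of nucleotide metabolism (the paper's is 92) and 67 of the TGFβ receptor complex (the paper's is 72). The sets used here hold 99, 77 and 67 measured targets, fewer than the paper's counts, so they are not the same sets and could not reach those counts. Centred on the median gene, the 3 counts were 0, 0 and 0, but centring would also take off a fall shared by all targets.

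The paper names the cell cycle, metabolism of nucleotides and TGFβ receptor signaling as affected sets from GSEA, which ranks genes against other genes. On the deposited values, scaled separately in the 2 groups, all 3 Reactome sets, in these shorter versions, had a direction of down against other genes by camera with an estimated correlation (p = 0.0406, p = 0.0153 and p = 0.000468). The paper's GSEA used P under 0.05 with a limit on the enrichment score, and before adjustment all 3 sets were under that P. After adjustment over 838 sets the TGFβ set passed (adjusted p = 0.0151) and the others did not (adjusted p = 0.110 and 0.0638). Camera ranks genes by their test statistic, so on values shifted by group its direction does not measure how far a set fell. The deposited medians were -0.67, -0.69 and -0.73 for the 3 sets, beside -0.69 over all targets above background. In the deposited values all or most members of these sets were lower. With values relative to the median gene, the same test gave p = 0.733, p = 0.771 and p = 0.342. All these p-values, over ROIs that share animals, are too small. With a preset correlation, relative to the median gene, the TGFβ set passed as a lower set (adjusted p = 0.0116) and the G1/S and nucleotide sets did not (adjusted p = 0.308 and 0.654). Of the lists fixed beforehand, those for TGFβ signaling and the G1/S transition passed too, also lower (adjusted p = 0.00195 and 0.0180), and both lost this with an estimated correlation (p = 0.337 and p = 0.616).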

Other observations

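Of the tests in this part, only edgeR on the recovered reads was chosen after the result was seen, and single genes picked then are marked. Beside fibroblast genes, the CAF segments held RNA of lymphocytes, and the lists of T and NK cell markers had medians of 0.21 and 0.25 relative to the median gene. Of 19 markers of NK and cytotoxic cells, 1 was higher and none was lower (6 higher when adjusted over the list alone; camera with an estimated correlation, p = 0.00887, adjusted p = 0.0975). Of 22 T cell markers none passed (2 higher when adjusted over the list alone, p = 0.0177, adjusted p = 0.117), with Trac, the constant chain of the T cell receptor, at 0.63 (adjusted p = 0.0682). None of 17 B and plasma cell markers (p = 0.329) or 20 neutrophil markers (p = 0.0830) passed, also when adjusted over the list alone. By edgeR 2 NK and cytotoxic markers, 1 T cell marker (Trac, adjusted p = 0.00737) and 1 neutrophil marker were higher, and none was lower. Of 25 genes of immune suppression none passed (1 higher when adjusted over the list alone, p = 0.0346, adjusted p = 0.157), with Cd274, which encodes PD-L1, at 0.44 (adjusted p = 0.426). In whole metastases the paper's IF found more CD8a+ T cells, NK and NKT cells and Granzyme B+ cells after the knockdown, and fewer FoxP3+ regulatory T cells. Those counts do not settle what these segments held. P-values over ROIs that share an animal are too small throughout.

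Other markers lay near or below the median gene, and none of them passed: 24 tumor epithelial (p = 0.690), 12 cholangiocyte (1 lower when adjusted over the list alone, p = 0.0870), 26 endothelial (p = 0.756), 16 smooth muscle and pericyte (p = 0.994) and 8 mesothelial markers (p = 0.347), each p from camera with an estimated correlation. The 8 erythroid markers had a median of 0.38 (p = 0.0159, adjusted p = 0.117), and none passed. Apart from the cholangiocyte list, none of these markers passed when adjusted over the list alone. By edgeR 1 tumor epithelial marker was higher. Of 27 housekeeping genes none passed relative to the median gene (3 lower when adjusted over the list alone, 1 lower by edgeR, p = 0.525 from camera). Of 58 genes of the study's cytokine array none passed (5 higher and 3 lower when adjusted over the list alone, p = 0.0988), with Cxcl5, an attractant of neutrophils, at 0.87 (adjusted p = 0.0618). The paper's array measured MC38 cells. By edgeR 6 of the 58 were higher, among them Cxcl5 (adjusted p = 0.00351), and 1 was lower. Of 15 genes the paper names, 13 were lower as deposited (13 when adjusted over the list alone), in values scaled separately in the 2 groups, and none passed relative to the median gene or when adjusted over the list alone (p = 0.994), with Slc2a1, the glucose transporter Glut1, at -0.40 (adjusted p = 0.478). Some genes picked after the data were seen were higher, Serpina3g at 0.92 (adjusted p = 0.0137), Id2 at 0.54 (adjusted p = 0.0137) and Ucp2, a mitochondrial carrier, at 0.54 (adjusted p = 0.0398). Ucp2 was called in only 12 of 27 fits that leave out 1 ROI.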
